# The *Arabidopsis* homolog of human G3BP1 is a key regulator of stomatal and apoplastic immunity

**DOI:** 10.26508/lsa.201800046

**Published:** 2018-05-31

**Authors:** Aala A Abulfaraj, Kiruthiga Mariappan, Jean Bigeard, Prabhu Manickam, Ikram Blilou, Xiujie Guo, Salim Al-Babili, Delphine Pflieger, Heribert Hirt, Naganand Rayapuram

## Abstract

Mammalian Ras-GTPase–activating protein SH3-domain–binding proteins (G3BPs) are a highly conserved family of RNA-binding proteins that link kinase receptor-mediated signaling to RNA metabolism. Mammalian G3BP1 is a multifunctional protein that functions in viral immunity. Here, we show that the *Arabidopsis thaliana* homolog of human G3BP1 negatively regulates plant immunity. *Arabidopsis g3bp1* mutants showed enhanced resistance to the virulent bacterial pathogen *Pseudomonas syringae* pv. *tomato*. Pathogen resistance was mediated in *Atg3bp1* mutants by altered stomatal and apoplastic immunity. *Atg3bp1* mutants restricted pathogen entry into stomates showing insensitivity to bacterial coronatine–mediated stomatal reopening. AtG3BP1 was identified as a negative regulator of defense responses, which correlated with moderate up-regulation of salicylic acid biosynthesis and signaling without growth penalty.

## Abstract (precis)

*Arabidopsis* homolog of human G3BP1 negatively regulates plant immunity and defense responses. *Atg3bp1* mutant lines show constitutive stomata closure, expression of a number of key defense marker genes, and accumulate salicylic acid.

## Introduction

RNA-binding proteins (RBPs) play a critical role in the regulation of gene expression, a feature that relies on their conformational plasticity and their capacity to interact with distinct targets (Jonas & Izaurralde, 2013; Castello et al, 2016). In mammals, Ras-GTPase–activating protein SH3-domain–binding protein 1 (G3BP1) belongs to a family of RBPs (Tourriere et al, 2001) that is located in stress granules (SGs) and contributes to their assembly (Tourriere et al, 2003). SGs are cytoplasmic aggregates containing stalled pre-initiation complexes, which are thought to serve as sites of mRNA storage during the cell stress response (Anderson & Kedersha, 2008). Cells lacking G3BP1 are compromised to form SGs in response to eukaryotic initiation factor 2α phosphorylation or eIF4A inhibition but are SG competent upon heat or osmotic stress. G3BP1 interacts with 40S ribosomal subunits through the RGG motif, which is also required for G3BP-mediated SG formation (Kedersha et al, 2016). G3BP1 is also involved in virus multiplication and modulates initiation of translation (Katsafanas & Moss, 2007; White et al, 2007; Panas et al, 2012). G3BP1 is a multifunctional protein that is highly conserved in all eukaryotes, but so far, only one protein AtG3BP-like protein (At5g43960) was identified as an *Arabidopsis thaliana* G3BP-like protein that localizes to plant SGs and plays a role in the *Arabidopsis* virus resistance (Krapp et al, 2017). Here, we identify the *Arabidopsis* G3BP1 homolog that belongs to a family of eight proteins and functions in plant immunity.

As in mammals, plants protect themselves against a wide variety of invading pathogens with different resistance strategies. This is accomplished by a sophisticated multilayered plant innate immune system (Dangl & Jones, 2001). Plants possess integrated immune signaling networks to facilitate rapid defense responses upon pathogen recognition, which in turn, restrict the further growth and spread of pathogens. In *Arabidopsis*, pathogen attack or treatment with a microbe-associated molecular pattern (MAMP), such as flg22 (the conserved 22–amino acid peptide derived from *Pseudomonas aeruginosa* flagellin), leads to the recognition of the MAMP by pattern recognition receptors that activate MAMP-triggered immunity (MTI). Receptor-mediated recognition of MAMPs leads to the induction of a battery of defense responses that include production of reactive oxygen species (ROS), an increase in intracellular calcium concentration (Yu et al, 2017), and activation of several *Arabidopsis* mitogen-activated protein kinases (MAPK), including MPK3, MPK4, MPK6, and MPK11 (Zipfel et al, 2006; Ranf et al, 2011; Frei dit Frey et al, 2014). These early events after MAMP perception in turn lead to intermediate defense responses mediated by transcriptional reprogramming of defense-related genes (Zipfel et al, 2004); production of antimicrobial compounds, including phytoalexins such as camalexin; callose deposition; biosynthesis of stress-related hormones such as salicylic acid (SA), jasmonic acid, and ethylene (Yu et al, 2017); and production of pathogen-related proteins such as PR1 (van Loon et al, 2006).

Recognition of MAMPs by pattern recognition receptors also triggers stomatal closure (Melotto et al, 2006; Singh & Zimmerli, 2013). Stomata are natural openings in the plant that are used by microbial pathogens for entry into the plant. However, these organs are essential for plant survival as they allow gaseous exchange and transpiration. Stomata are critical during both biotic and abiotic stress responses (Acharya & Assmann, 2009). The plant innate immune system limits infection by preventing the invasion of the apoplastic space and by compromising the proliferation of the pathogen postinvasion. *Pseudomonas syringae* secretes the phytotoxin coronatine (COR) that interferes with plant stomatal immunity (Melotto et al, 2006). In addition to disabling stomatal immunity, COR also inhibits apoplastic immunity through suppression of SA-mediated defenses (Zheng et al, 2012; Geng et al, 2014). SA is one of the key regulators of stomatal opening and closing. SA is a defense signal molecule against biotrophic and hemibiotrophic pathogens and regulates plant immune responses against several pathogens (Love et al, 2007; Chen et al, 2009; Wang et al, 2013; Ding et al, 2014). MAMPs also have been shown to induce SA accumulation (Mishina & Zeier, 2007; Tsuda et al, 2008). SA synthesis and signaling pathways are necessary for bacterial and MAMP-induced stomatal closure in *Arabidopsis* (Melotto et al, 2006; Zeng et al, 2010). SA enhances defense signaling that leads to transcriptional reprogramming (Moore et al, 2011) and ROS accumulation (Sato et al, 2010; Xu et al, 2014). Furthermore, *Arabidopsis* mutants such as *acd* (accelerated cell death) and *ssi* (suppressor of salicylate insensitivity of *npr1-5*), which express high levels of SA, are shown to be more resistant to pathogen infection and constitutively express defense genes including *PR* genes. In contrast, mutants with impaired SA biosynthesis such as *sid2* (salicylic acid induction-deficient-2) and *eds5* (enhanced disease susceptibility-5) enhance disease susceptibility to various pathogens (Ding et al, 2014). Mutations in SA accumulation or signaling genes and *Arabidopsis* transgenic plants with the bacterial gene *nahG* that encodes an SA hydrolase were compromised in defense against *P. syringae* pv. *tabaci*, *Phytophthora parasitica*, or *Cercospora nicotianae* (Delaney et al, 1994).

In this study, we characterize G3BP1 that belongs to a family of eight proteins in *Arabidopsis*. By studying loss-of-function mutants, we show that G3BP1 plants are resistant to *Pst* infection, have higher levels of SA, and exhibit closed stomata and constitutive defense gene expression. In addition, overexpressor lines exhibited stomatal opening as in the WT but were more susceptible to *P. syringae* infection. Our results establish that AtG3BP1 negatively regulates plant stomatal and apoplastic immunity via SA-mediated defense.

## Results

### AtG3BP1 is a homolog of the human HsG3BP1

Human G3BP1 protein contains two well-characterized domains, namely the nuclear transport factor 2 domain and an RNA recognition motif. We searched the TAIR10 database for all proteins with these two conserved domains. The *Arabidopsis* genome codes for eight proteins which satisfy these criteria. The eight *Arabidopsis* G3BPs are named AtG3BP1 to AtG3BP8 as indicated in Fig S1A. The independent identification of different members of the AtG3BP family by several groups and the use of different naming systems have presented conflicts in the available literature, and a unified classification of AtG3BPs is desirable for further studies. A multiple alignment and phylogenetic tree for the relationship of G3BPs in *Arabidopsis* and human was generated using Molecular Evolutionary Genetics Analysis Version 7 (MEGA7) based on the amino acid sequences (Fig 1A) (Kumar et al, 2016). The phylogenetic tree was reconstructed using the neighbor-joining method (Saitou & Nei, 1987). Spliced isoforms from a single gene were eliminated in the phylogenetic tree for simplicity. AtG3BP1 is a homolog to human HsG3BP1 with an amino acid identity of 32% (Fig S1B).

**Figure S1.**
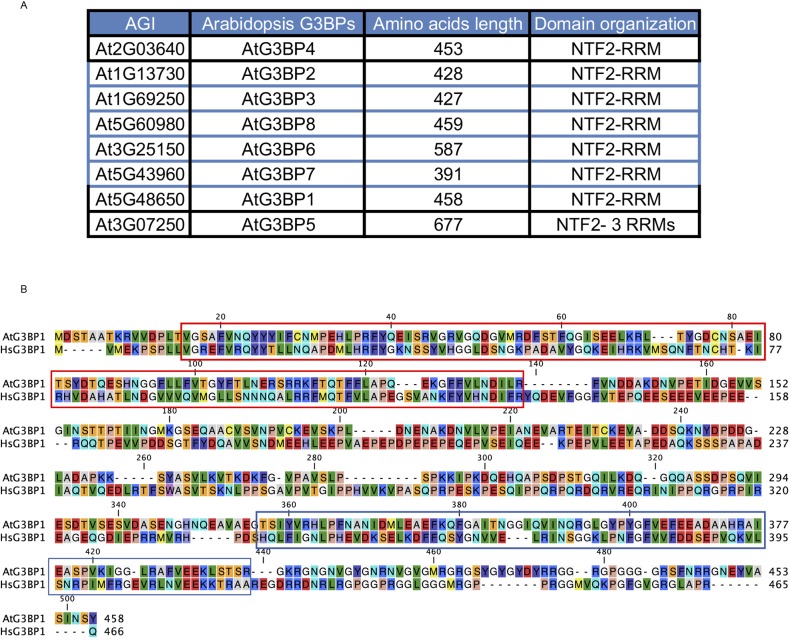
AtG3BPs family and alignment with HsG3BP1. **(A)** *Arabidopsis* G3BPs indicating the AGI number, length in amino acids, and the domain organization. Nuclear transport factor 2 (NTF2) and RNA recognition motif (RRM). **(B)** Alignment of the AtG3BP1 and HsG3BP1 amino acid sequences. Red box indicates the NTF2 domain and blue box indicates the RRM domain.

**Figure 1.**
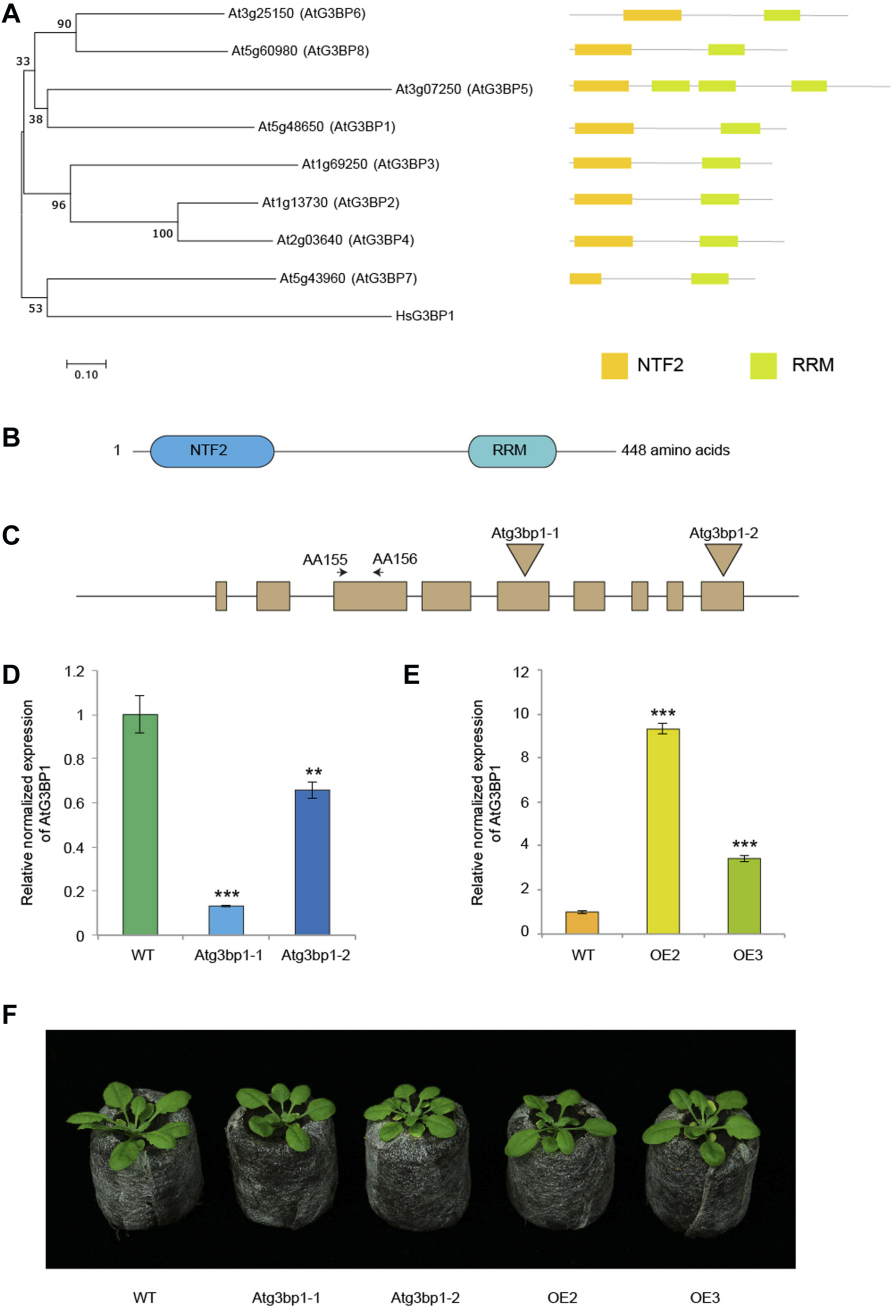
AtG3BP1 is a homolog of the human HsG3BP1. **(A)** Neighbor-joining phylogenetic tree of the AtG3BPs superfamily and HsG3BP1 and Schematic comparison of the domain architecture of the AtG3BPs superfamily. The following domains are indicated: nuclear transport factor 2 (NTF2) and RNA recognition motif (RRM). The optimal tree with the sum of branch length = 5.30337989 is shown. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (500 replicates) is shown next to the branches (Felsenstein, 1985). The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. Evolutionary analyses were conducted in MEGA7 (Kumar et al, 2016). The evolutionary distances were computed using the Poisson correction method and are in the units of the number of amino acid substitutions per site. The analysis involved nine amino acid sequences. All positions containing gaps and missing data were eliminated. **(B)** AtG3BP1 protein structure showing the relative position of NTF2 and RRM domains. **(C)** The intron/exon structure of AT5G48650 and T-DNA insertional mutation sites in *Atg3bp1-1* and *Atg3bp1-2* mutant lines. Filled box represent exons, and AA155 and AA156 denote the positions of the primers used in the gene expression analysis. **(D)** *Atg3bp1-1* and *Atg3bp1-2* are loss-of-function mutants: expression levels of *Atg3bp1-1* and *Atg3bp1-2* by qPCR relatively to Col-0 WT (set at 1) with primers spanning the third exon (AA155 and AA156). *UBQ10* and *actin* expression levels were used for normalization. **(E)** Expression levels of *AtG3BP1* OE2 and OE3 by qPCR relatively to Col-0 WT (set at 1) with primers spanning the 3^rd^ exon (AA155 and AA156). *UBQ10* and *actin* expression levels were used for normalization. **(F)**. Morphological phenotype of WT (Col.0), At*g3bp1-1*, and At*g3bp1-2* mutants, and *35S::AtG3BP1–GFP* (OE2) and *35S::AtG3BP1–GFP* (OE3) transgenic lines. 4-week-old jiffy peat pellets–grown plants are shown.

### *Atg3bp1* mutant lines show a normal developmental phenotype

Two T-DNA insertion lines in the gene AT5G48650 were obtained from the National Arabidopsis Stock Center (NASC), *Atg3bp1-1* (SAIL_1153_H01) and *Atg3bp1-2* (SALK_027468). Using allele-specific primers, homozygous *Atg3bp1-1* and *Atg3bp1-2* mutants were identified and the site of insertion was determined by sequencing. In *Atg3bp1-1*, the T-DNA was inserted in the 5^th^ exon 844 bp downstream of the ATG start site. In *Atg3bp1-2*, the T-DNA was inserted in the 9^th^ exon 1,280 bp downstream of the ATG start site (Fig 1C). Determination of the relative transcript levels by qPCR indicated that both *Atg3bp1-1* and *Atg3bp1-2* were loss-of-function mutants (Fig 1D). For overexpression studies, a cauliflower mosaic virus *35S promoter–*At*G3BP1–GFP* construct was introduced into Col-0 WT background to give homozygous overexpression lines OE2 and OE3. OE2 and OE3 showed higher expression levels of *AtG3BP1* transcripts compared with WT controls (Fig 1E). Neither the loss-of-function mutants nor the overexpression lines showed visible growth or developmental phenotypes (Fig 1F).

### AtG3BP1 is expressed and localized to different cellular compartments

To study the in planta expression of *AtG3BP1*, stably transformed promoter–GUS (β-glucuronidase) reporter lines were produced. GUS analysis was performed on seedlings of 8–14 d and staining was carried out from 1 to 12 h. *AtG3BP1* was expressed in all tissues under these conditions (Fig 2A).

**Figure 2.**
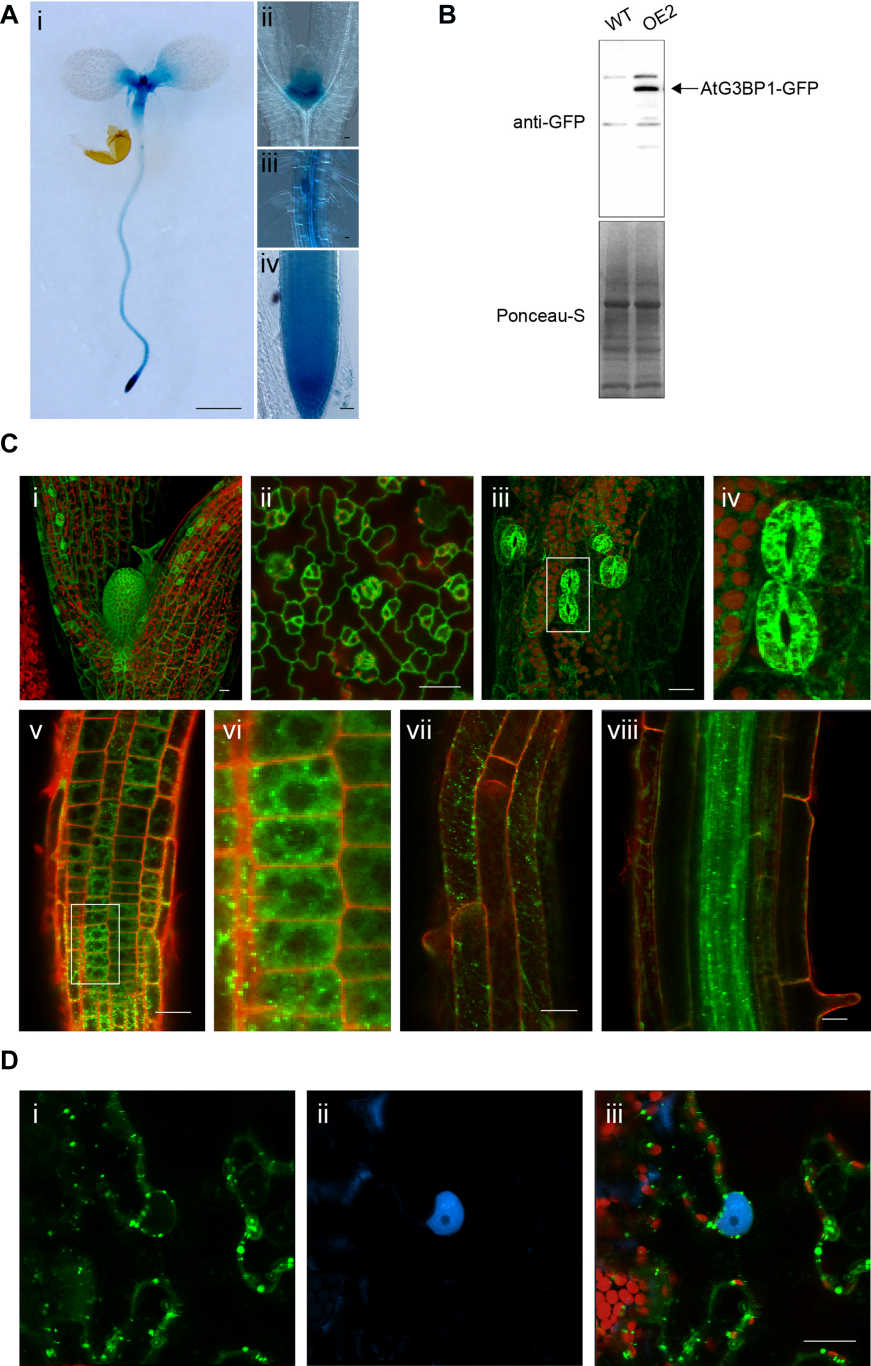
AtG3BP1 is expressed and localized to different cellular compartments. **(A)** Expression patterns for the *GUS* reporter gene under the control of the *AtG3BP1* promoter in transgenic *Arabidopsis* seedlings. Histochemical GUS staining at the seedling stage. (i) 8-d-old seedling stained for 2 h. (ii) Shoot apical meristem of 14-d-old seedling stained for 12 h. (iii) Lateral root of 14-d-old seedling stained for 8 h. (iv) Root apical meristem of 12-d-old seedlings stained for 2 h. Scale bar: (i) = 1,000 μm, (ii–iv) = 20 μm. **(B)** Immunoblot of WT, OE2 plants expressing *35S::AtG3BP1–GFP* probed with anti-GFP antibody (upper panel) and protein loading control with Ponceau S staining (lower panel). **(C)** AtG3BP1 expression and protein localization in *Arabidopsis* roots (8 d) and leaves (12 d). Stable transgenic plants overexpressing AtG3BP1–GFP (OE2) reveal that AtG3BP1 is mainly localized to various cytoplasmic compartments. Confocal laser scanning microscopy images of GFP fluorescence (green) and propidium iodide (PI) fluorescence (red) of *Arabidopsis* seedlings in the (i) shoot apical meristem, (ii) leaf epidermis, and (iii) hypocotyl. Panel (iv) is the enlargement of boxed area in (iii), showing details of stomata localization. (v) Root apical meristem–epidermal layer. Panel (vi) is the enlargement of boxed area in (v), showing details of localization of AtG3BP1 to cytoplasmic compartments and structures. The protein is excluded from the nucleus. (vii, viii) Root differentiation zone. Scale bar: 20 μm. **(D)** Subcellular localization of transiently expressed *35S::AtG3BP1–GFP* and *pUBi::Serrate–CFP* in *N. benthamiana* cells. The indicated combinations of fluorescently tagged proteins were transiently expressed in 4-week-old *N. benthamiana* leaf epidermal cells. The localization was visualized 72 h after infiltration by laser scanning confocal microscopy. GFP fluorescence is in green and CFP fluorescence is in blue. Scale bars = 20 μm.

We then assessed the subcellular localization using several in silico prediction tools, where AtG3BP1 was predicted to potentially sort to the chloroplast and nucleus (Fig S2). To validate these predictions, we expressed an AtG3BP1–GFP fusion protein under the cauliflower mosaic virus 35S promoter in *Arabidopsis* stable lines (OE2) (Fig 2B). Confocal images indicated that AtG3BP1 is localized to various compartments within the cytoplasm (Fig 2C). We see expression of the recombinant protein in the cytoplasm of stomata in the hypocotyl region and true leaves (Fig 2C, ii–iv).

**Figure S2.**
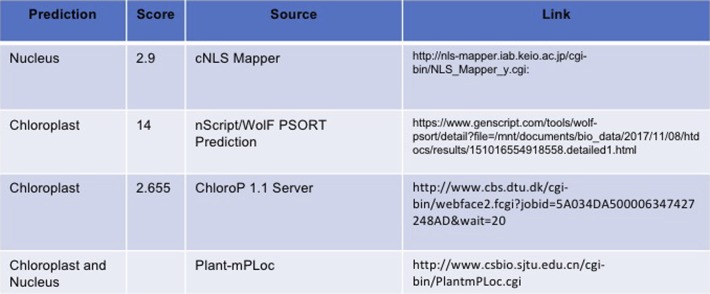
AtG3BP1 subcellular localization. **(A)** Predicting subcellular localization of AtG3BP1 protein based on its amino acid sequence.

We also examined the subcellular localization of GFP-tagged AtG3BP1 transiently expressed in *Nicotiana benthamiana* leaf epidermal cells. Coinfiltration of vectors expressing AtG3BP1–GFP or Serrate–CFP, which served as internal reference marker for the nuclear compartment, showed that AtG3BP1–GFP was localized to the cytoplasm (Fig 2D).

### Loss of *AtG3BP1* alters classical MTI responses

To evaluate the role of *AtG3BP1* in MTI, *Atg3bp1* mutant lines were challenged with *P. syringae* pv. *tomato* DC3000 *hrcC*^*−*^ (*Pst hrcC*^*−*^) that lacks the type III secretion system. *Arabidopsis* At*g3bp1-1* and At*g3bp1-2* mutants had reduced bacterial titers 3 hpi and 72 hpi compared with WT plants (Fig 3A). Conversely, the *AtG3BP1* overexpressor lines OE2 and OE3 harbored higher bacterial titers 72 hpi compared with WT plants (Fig 3B). Taken together, these data suggest that *AtG3BP1* negatively regulates disease resistance to *Pst hrcC*^*−*^. In addition, the difference in bacterial titers in the At*g3bp1-1* and At*g3bp1-2* mutants after 3 hpi suggests that *AtG3BP1* regulates the entry of *Pst hrcC*^*−*^ into the plant.

**Figure 3.**
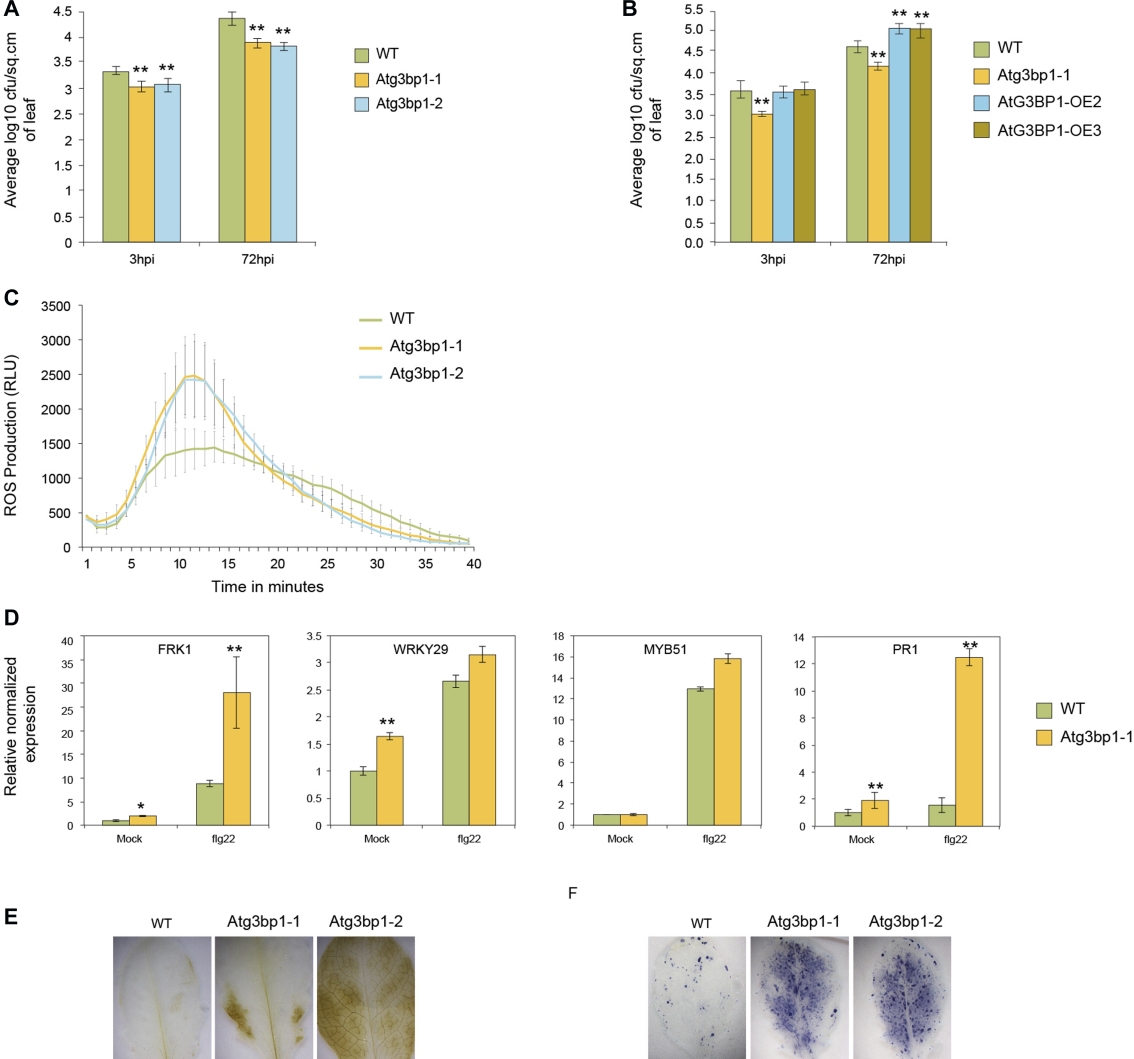
The Atg3bp1 mutants display enhanced disease resistance and alter classical MTI responses. **(A)** Bacterial titers evaluated 3 and 72 h after spray inoculation with 1 × 10^8^ CFU·ml^−1^ *Pst* *hrcC*^*−*^ in WT and two *Atg3bp1* mutant lines (*Atg3bp1-1* and *Atg3bp1-2*). Values represent SEM from three independent experiments. Asterisks indicate significant differences from the WT as determined by Mann–Whitney *U* two-tailed test (*P* ≤ 0.01). **(B)** Bacterial titers evaluated 3 and 72 h after spray inoculation with 1 × 10^8^ CFU·ml^−1^ *Pst* *hrcC*^*−*^ in WT, *Atg3bp1-1*, and two At*G3BP1* overexpressing lines (OE2 and OE3). Values represent SEM from three independent experiments. Asterisks indicate significant differences from the WT as determined by Mann–Whitney *U* two-tailed test (*P* ≤ 0.01). **(C)** flg22-induced ROS burst in the WT and *Atg3bp1* mutant lines. Leaf discs from 4-week-old plants were treated with 1 μM flg22 over 40 min. The data were shown as means from 12 leaf discs. **(D)** flg22*-*induced marker gene expression in the WT and *Atg3bp1-1* plants. 14-d-old seedlings were treated with 1 μM flg22 for 1 h. Transcripts levels were determined by qRT-PCR relatively to Col-0 WT (set at 1). *UBQ10* and *actin* expression levels were used for normalization. (**E, F**) Detection of hydrogen peroxide accumulation by DAB staining (F) and of superoxide anion accumulation by NBT staining (G) in WT and *Atg3bp1* mutants.

Because *Arabidopsis* resistance to *Pst hrcC*^*−*^ was increased in both *Atg3bp1* mutant alleles *Atg3bp1-1* and *Atg3bp1-2* (Fig 3A), we looked for cellular responses involved in MTI that were deregulated. We first evaluated an early MTI response, the production of ROS (Kadota et al, 2014) in both alleles and observed a stronger ROS burst in At*g3bp1* mutant lines compared with WT plants after treatment with flg22 (Fig 3C).

Because MTI has been reported to be associated with transcriptional reprogramming (Navarro et al, 2004; Zipfel et al, 2004), we investigated the role of *AtG3BP1* in MAMP-triggered transcriptional responses. Quantitative RT-PCR (qRT-PCR) analysis showed that the classical MTI markers (Yang & Klessig, 1996; Asai et al, 2002) *FRK1*, *PR1*, and *WRKY29* were significantly more induced in untreated *Atg3bp1-1* when compared with WT plants. Besides, flg22 treatment further induces the expression of *FRK1* and *PR1* in the mutants compared with WT plants. Although the expression of *WRKY29* and *MYB51* was higher in the mutants compared with the WT after flg22 treatment, this was statistically not significant (Fig 3D).

In plants, ROS act as signaling molecules and have been shown to play a role in multiple stress responses (Dalton et al, 1999). ROS can also induce a variety of auto-oxidative chain reactions leading to signaling events and ultimately to the destruction of organelles and macromolecules (Mittler et al, 2004; O'Brien et al, 2012). To further clarify the role of *AtG3BP1* in stress responses, WT plants and *Atg3bp1* mutants were specifically stained for superoxide radicals using the nitroblue tetrazolium (NBT) and for hydrogen peroxide using 3,3′-DAB. Polymerization of DAB and NBT can be detected as a brown precipitate in the presence of hydrogen peroxide and as a blue precipitate in the presence of superoxide, respectively. Compared with WT plants, a strong DAB and NBT stain appeared in *Atg3bp1-1* and *Atg3bp1-2* mutants (Fig 3E and F).

### *AtG3BP1* is a negative regulator of stomatal immunity

Plants restrict the invasion of bacteria after sensing the MAMPs through stomatal closure (Melotto et al, 2006; Zeng et al, 2010). We then hypothesized that the lower bacterial titers that we observed 3 hpi in At*g3bp1* mutant lines compared with WT after spray inoculation (Fig 3A) might result from the prevention of bacterial entry into the leaves via the stomata. To test this hypothesis, we examined the stomatal aperture in At*g3bp1-1* mutants. Stomata of At*g3bp1-1* were more closed compared with those of WT plants (Fig 4A), suggesting that diminished levels of *AtG3BP1* caused the stomatal response phenotype observed in *Atg3bp1-1* and *Atg3bp1-2*.

**Figure 4.**
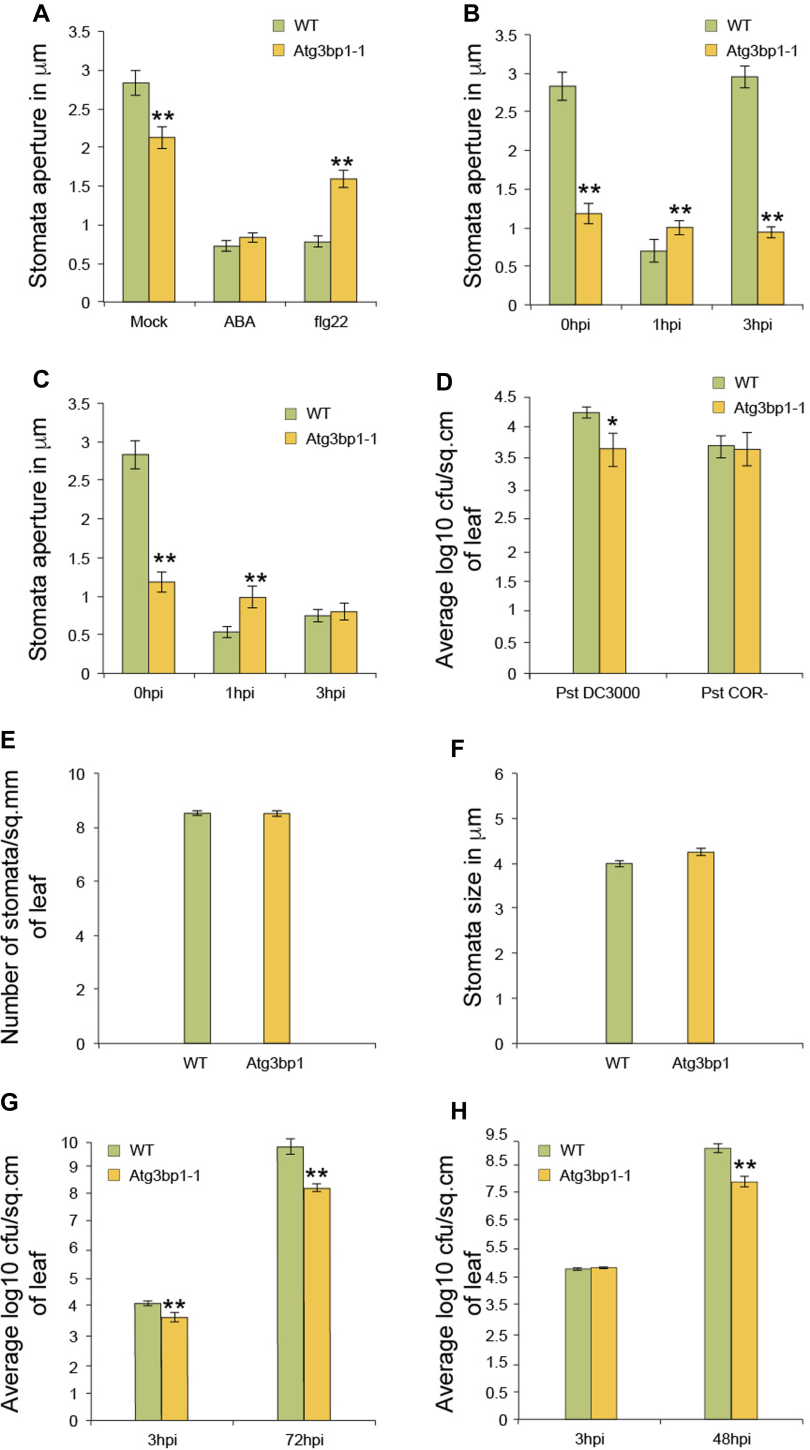
*AtG3BP1* is associated with stomatal immunity. **(A)** Stomata closure upon ABA and flg22 treatment. Epidermal peels of 5-week-old WT and *Atg3bp1-1* plants were floated in stomata buffer with either 20 μM ABA or 1 μM flg22. Stomatal apertures were evaluated after 1 h. Values represent SEM from three independent experiments. Asterisks indicated significant differences from the WT plants determined by a Mann–Whitney *U* two-tailed test (*P* ≤ 0.01). **(B, C)** Stomata closure upon *Pst* or *Pst COR*^*−*^ inoculation. Epidermal peels of 5-week-old WT and *Atg3bp1-1* plants were floated in a suspension of 1 × 10^8^ CFU·ml^−1^ *Pst* or *Pst COR*^*−*^ in stomata buffer. Stomatal apertures were evaluated at the indicated time points. Values represent SEM from three independent experiments. Asterisks indicate significant differences from the WT plants determined by a Mann–Whitney *U* two-tailed test (*P* ≤ 0.01). **(D)** Bacterial titers evaluated 3 h after spray inoculation with 1 × 10^8^ CFU·ml^−1^ *Pst* or *Pst COR*^*−*^ in WT and *Atg3bp1-1* plants. Values represent SEM from three independent experiments. Asterisks indicate significant differences from the WT plants as determined by a Mann–Whitney *U* two-tailed test (*P* ≤ 0.05). **(E)** Stomata density in leaf abaxial surfaces of WT and Atg3bp1-1 (D, stomata per mm^2^). **(F)**. Average stomatal size in leaf abaxial surfaces of WT and Atg3bp1-1. Mean pore depth (l mm), which is assumed to be equivalent to guard cell width. **(G)** Bacterial titers evaluated 3 and 72 h after spray inoculation with 1 × 10^8^ CFU·ml^−1^ *Pst* in WT and *Atg3bp1-1.* Values represent SEM from three independent experiments. Asterisks indicate significant differences from the WT plants as determined by a Mann–Whitney *U* two-tailed test (*P* ≤ 0.01). **(H)** Bacterial titers evaluated 3 and 48 h after infiltration inoculation with 1 × 10^8^ CFU·ml^−1^ *Pst* in WT and *Atg3bp1-1* plants. Values represent SEM from three independent experiments. Asterisks indicate significant differences from the WT plants as determined by a Mann–Whitney *U* two-tailed test (*P* ≤ 0.01).

We then treated At*g3bp1-1* mutant lines with flg22 or abscisic acid (ABA), both of which are known to promote stomatal closure. After 1 h of ABA treatment, the stomata in both WT and *Atg3bp1-1* plants closed to the same extent, whereas the stomatal closure in *Atg3bp1-1* mutant lines was compromised in response to MAMP treatment (Fig 4A). This observation shows that although the ABA-dependent stomatal closure is not affected in the *Atg3bp1-1* mutants, the flg22-dependent pathway is compromised, confirming a role for *AtG3BP1* in the stomatal immune pathway.

*Arabidopsis* plants close stomata when they sense *Pst* within 1 hpi. However, *Pst* and other virulent bacteria induce the stomata to reopen via secretion of the chemical effector COR. Thus, WT *Arabidopsis* are found to be resistant to COR-deficient *Pst* mutants of *Pst* *COR*^−^ (Melotto et al, 2006; Zeng et al, 2010). To test the role of *AtG3BP1* in stomatal reopening, leaf pieces were incubated with *Pst* or *Pst* *COR*^−^ bacteria. Stomatal apertures in leaf epidermal peels of WT and *Atg3bp1-1* plants were subsequently assessed after 1 and 3 h. In WT plants, the stomata rapidly closed after treatment with *Pst* and reopened to normal levels after 3 hpi (Fig 4B). However, when compared with WT plants, *Atg3bp1-1* mutants were compromised in stomatal closure in nontreated controls at 0 hpi and 1 h after treatment (Fig 4B and C at 0 and 1 hpi, respectively). Importantly, *Atg3bp1-1* plants were completely insensitive to *Pst*-mediated stomatal reopening at 3 hpi (Fig 4C, 3 hpi). These data indicate that *Atg3bp1-1* mutants counteract COR-dependent reopening of stomata and that resistance to *Pst hrcC*^*−*^ in *Atg3bp1* mutant lines may, therefore, be due to the stomatal closure response.

To further evaluate the role of *AtG3BP1* in stomatal immunity, WT plants and *Atg3bp1-1* mutant lines were challenged with *Pst* and *Pst* *COR*^−^ by spray inoculation. Bacterial titers were evaluated at 3 hpi. Bacterial titers were significantly reduced in *Atg3bp1-1* compared with WT plants when challenged with *Pst* (Fig 4D). However, no significant differences in the bacterial titers of *Atg3bp1-1* and WT were found when challenged with *Pst* *COR*^−^ (Fig 4D). We also measured the stomatal density and size in *Atg3bp1-1* for developmental defects. However, *Atg3bp1-1* mutant and WT showed similar stomatal density and size (Fig 4E and F), indicating that the reduced bacterial titers in *Atg3bp1-1* were not the result of smaller stomatal size or density but due to differences in stomatal behavior.

We further tested the disease phenotype of *Atg3bp1* mutant lines with the virulent bacterial pathogen *Pst*. *Atg3bp1-1* developed less disease symptoms and had lower bacterial titers 3 and 72 hpi than WT controls when challenged with *Pst* by spray inoculation (Fig 4G). Next, we investigated whether *AtG3BP1* is critical for *Arabidopsis* resistance even when the stomatal barrier was breached by infiltration inoculation of *Pst*, which bypasses the first barrier of defense, namely, stomatal closure that restricts the passage of bacteria into the plant (Melotto et al, 2006; Zeng et al, 2010). However, *Atg3bp1-1* showed an enhanced resistance phenotype when challenged with *Pst* by infiltration inoculation (Fig 4H), indicating that *AtG3BP1* also negatively regulates postinvasive disease resistance in mesophyll cells.

### Global transcriptomic profile shows that *AtG3BP1* negatively regulates defense gene expression

To identify the *AtG3BP1*-dependent genes, we performed whole transcriptome analysis (RNA-seq) with 14-d-old seedlings of WT and *Atg3bp1-1* genotypes treated for 24 h with or without 1 × 10^8^ CFU·ml^−1^ *Pst hrcC*^*−*^ by spray inoculation. 

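RNA of whole seedlings was sequenced from 4 groups of 3 libraries each, labelled WT mock, Atg3bp1-1 mock, WT hrcC and Atg3bp1-1 hrcC. The treated seedlings had been sprayed with 100000000 CFU per ml of Pst hrcC-, a Pseudomonas syringae strain that cannot deliver effectors through the type III secretion system, and were sampled at 24 h. The authors trimmed the reads, aligned them to TAIR10 with TopHat and calculated with Cufflinks the FPKM of each gene in each replicate, that is, its fragments divided by transcript length and by the mapped fragments of the library. The deposited table holds these FPKM for 27371 genes in 12 libraries. It holds no read counts, so the number of reads behind each value is unknown. Of its gene identifiers, 26703 matched the TAIR10.1 gene table, which supplied gene names, positions and exon lengths. The FPKM of a library summed to between 428556 and 494126. A single locus, AT2G01021, took between 4.03% and 31.5% of that sum. Under the label WT its share ran from 4.03% to 8.51%. Under the label Atg3bp1-1 it was 5.73% in hrcC replicate 1 and 11.37% to 31.5% in the other libraries. The share thus differs with the genotype label, and what lies behind this was not tested. The libraries were therefore rescaled to a common upper quartile of the expressed genes, with factors between 0.866 and 1.20. Genes with a mean of at least 1 FPKM over all libraries were tested, 17158 in number, as log2 of FPKM plus a pseudocount of 1. The 4 groups were fitted together with limma, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called with an adjusted p of at most 0.05 and a change of at least 2-fold. The factors were not spread evenly over the groups. They were at least 1.11 in WT mock replicates 2 and 3 and WT hrcC replicate 1, and at most 1.01 in the other 9 libraries. With the 4 groups accounted for, 469 genes were higher and 507 lower in those 3 samples than in the other 9. All libraries labelled Atg3bp1-1 lie outside this set, and of the WT mock libraries only replicate 1 does, so the split within WT mock rests on a single library. A fit with membership in this set as a further term was added after the data had been seen, and its counts are given with those of the fit without it.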

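AtG3BP1 itself (AT5G48650) lies on chromosome 5 of TAIR10.1 from 19726672 to 19729764, with 10 exons and a coding sequence of 1377 bp. Counted along this coding sequence, an insertion at 844 bp falls in the coding exon 5, at position 19728609. In the libraries labelled WT, AtG3BP1 was listed at 0.198 ± 0.169 FPKM (SD, n = 3) in mock and at 0.364 ± 0.0582 FPKM (SD, n = 3) after Pst hrcC-. In the libraries labelled Atg3bp1-1, it was listed at 13.9 ± 2.63 FPKM (SD, n = 3) in mock and at 15.6 ± 2.98 FPKM (SD, n = 3) after Pst hrcC-. The lowest of the 6 libraries labelled Atg3bp1-1 had 11.4 FPKM and the highest of the 6 labelled WT had 0.426 FPKM. The log2 fold change from the label WT to the label Atg3bp1-1 was 3.68 in mock (SE 0.17, limma adjusted p = 9.31e-07) and 3.69 after Pst hrcC- (SE 0.17, limma adjusted p = 8.88e-07). An exact permutation test that exchanged the genotype labels within each treatment gave a two-sided p of 0.005, the smallest that its 400 assignments allow. Over 48 alternative settings of these comparisons the log2 fold change stayed between 3.51 and 5.81, and the highest adjusted p was 0.00176. A gene's FPKM sums its whole length, so transcript before an insertion and transcript after it are not told apart. The other 7 AtG3BP genes together had 65.2 ± 12.6 FPKM (SD, n = 6) under the label WT and 60.7 ± 10.6 FPKM (SD, n = 6) under the label Atg3bp1-1. AK-HSDH II (AT4G19710, chromosome 4, 10724814 to 10729768), an aspartate kinase-homoserine dehydrogenase, separated the labels the other way. It had 8.68 ± 1.50 FPKM in WT mock and 1.50 ± 0.358 FPKM in Atg3bp1-1 mock (SD, n = 3 each), and 6.43 ± 0.693 FPKM in WT hrcC and 1.13 ± 0.248 FPKM in Atg3bp1-1 hrcC (SD, n = 3 each). Its log2 fold change was -1.86 in mock (SE 0.19, limma adjusted p = 0.00194) and -1.70 after Pst hrcC- (SE 0.19, limma adjusted p = 0.00962). The latter adjusted p rose to 0.0529 without WT hrcC replicate 2, to 0.0671 without Atg3bp1-1 hrcC replicate 1 and to 0.109 without Atg3bp1-1 hrcC replicate 3. Libraries are named here by their deposited labels, and every direction between genotypes rests on these labels. The labels name the mutant only as Atg3bp1, and the allele Atg3bp1-1 was taken from the paper.

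**Figure D1:**
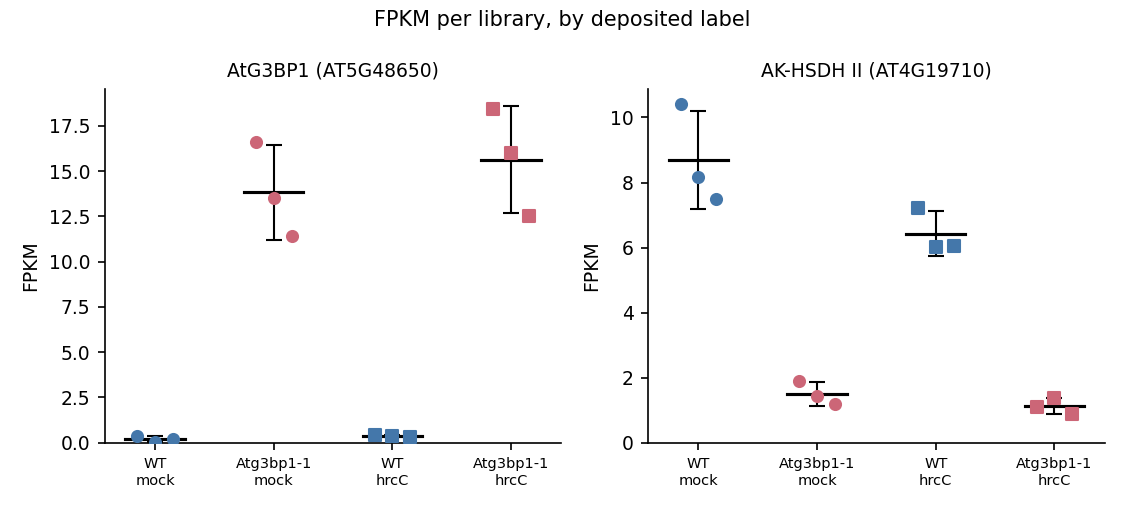
FPKM of AtG3BP1 and of AK-HSDH II in each of the 12 libraries (points), by deposited label, with the mean and SD of each group (lines). AtG3BP1 lies at or above 11.4 FPKM in the libraries labelled Atg3bp1-1 and at or below 0.426 FPKM in those labelled WT, and AK-HSDH II separates them in the other direction.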

Samples from three independent biological experiments were collected for RNA extraction and RNA-seq was carried out on Illumina HiSeq (Illumina Inc.). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE107786. Differentially expressed genes (DEGs) were based on at least a twofold change in gene expression and the false discovery rate (FDR) value (*P* ≤ 0.05) as described in the Bioinformatics part of the Materials and Methods section (Fig S3A). 

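With the thresholds of 2-fold and an adjusted p of 0.05, limma called 492 genes higher and 55 lower in WT after Pst hrcC- than in WT mock. In Atg3bp1-1, 441 genes were higher and 95 lower after Pst hrcC-. Between the genotypes in mock, 158 genes were higher and 10 lower in Atg3bp1-1 than in WT. After Pst hrcC-, 1 gene was higher, AtG3BP1 (AT5G48650), and 1 was lower, AK-HSDH II (AT4G19710). With the set of 3 WT samples with high scaling factors as a term, the counts became 579 higher and 306 lower for WT, 505 and 152 for Atg3bp1-1, 254 and 290 between the genotypes in mock, and 1 and 1 after Pst hrcC-. The share of called genes that were higher in Atg3bp1-1 mock was thus 94.0% without the term and 46.7% with it, and 128 of the 168 genes called in mock were called in both fits. Among the alternatives planned from the start, the WT comparison moved most with the 2 groups fitted alone, to 267 higher and 11 lower. With the mock groups fitted alone, limma called 10 genes higher and 0 lower, against 460 and 79 at 2-fold and an unadjusted p of at most 0.05 in the same fit. The mock comparison had 14 higher and 7 lower without any rescaling, where the median of all genes shifted by -0.12 between the genotypes in mock and by -0.15 after Pst hrcC-. In mock, libraries of both genotypes with the same replicate number vary together. With the number as a block over all libraries 82 genes were higher and 6 lower in Atg3bp1-1 mock, and with the number as a block within each treatment, a fit added after the data had been seen, 159 were higher and 17 lower. Single libraries also moved the mock comparison. The 158 genes higher in Atg3bp1-1 mock became 51 without WT mock replicate 1, 67 without WT mock replicate 2 and 312 without WT hrcC replicate 1. Without Atg3bp1-1 mock replicates 1, 2 and 3 in turn they became 8, 5 and 18, and without Atg3bp1-1 hrcC replicates 1, 2 and 3 in turn 35, 39 and 52. The 10 lower genes became 24 without WT mock replicate 3, 28 without WT hrcC replicate 1 and 17 without WT hrcC replicate 2. They became 1, 2 and 2 without Atg3bp1-1 mock replicates 1, 2 and 3 in turn, and 4 without any of the Atg3bp1-1 hrcC replicates. After Pst hrcC-, the genes higher in Atg3bp1-1 became 3 without WT mock replicate 1, 4 without WT hrcC replicate 3, and 2 without Atg3bp1-1 hrcC replicate 1 or 2, and the lower ones 2 without WT hrcC replicate 1 and 0 by limma without Atg3bp1-1 hrcC replicate 1 or 3, where 14 and 25 were lower at 2-fold and an unadjusted p of at most 0.05. The 95 genes lower in Atg3bp1-1 after Pst hrcC- became 52 and 39 without Atg3bp1-1 mock replicates 1 and 2, and 44 without Atg3bp1-1 hrcC replicate 1 or 3. In the WT comparison the counts stayed between 374 and 627 for higher and between 40 and 71 for lower genes with each library left out in turn.

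**Figure D2:**
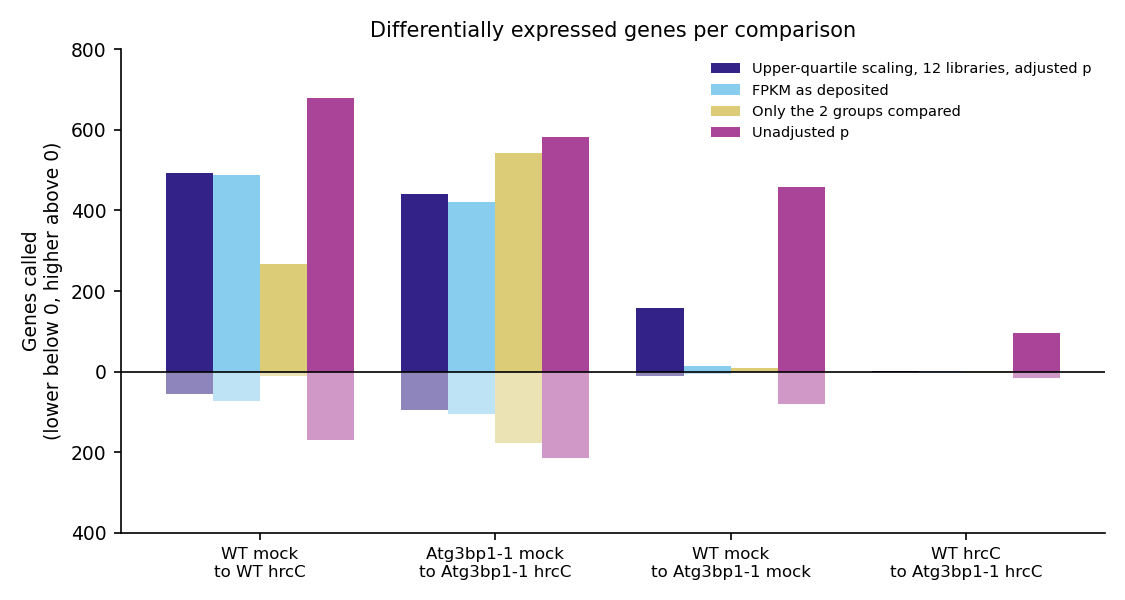
Number of genes called higher (bars above 0) and lower (bars below 0) in each of the 4 comparisons, with all 12 libraries and adjusted p, with FPKM as deposited, with the 2 groups alone, and with unadjusted p. In the mock comparison between the genotypes the bars above 0 stand at 158, 14, 10 and 457 genes.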

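The genes with the largest changes are given here for each comparison, taken among called genes whose 3 libraries of one group lay outside the range of the other group. In WT the largest increases after Pst hrcC- were those of PDF1.2c (AT5G44430), with a log2 fold change of 7.96 (SE 0.74, limma adjusted p = 4.28e-05), NATA1 (AT2G39030), with 7.74 (SE 0.26, adjusted p = 2.35e-08), and PDF1.2 (AT5G44420), with 6.82 (SE 0.96, adjusted p = 0.00114). NATA1 rose from 0.626 ± 0.143 to 368 ± 127 FPKM in WT and from 0.796 ± 0.421 to 488 ± 136 FPKM in Atg3bp1-1 (SD, n = 3 each). PDF1.2 and PDF1.2c are neighbouring paralogs, between which reads can be shared. The largest decreases in WT were those of NAS2 (AT5G56080; -3.52, adjusted p = 0.00122), CYP82C4 (AT4G31940; -3.21, adjusted p = 0.0258) and AT1G73120 (-3.11, adjusted p = 0.00481). In Atg3bp1-1 the same 3 genes had the largest increases, with log2 fold changes of 9.26 for PDF1.2c, 8.37 for PDF1.2 and 8.15 for NATA1. The largest decreases were those of CYP82C4 (-3.23, adjusted p = 0.0261), GASA6 (AT1G74670; -2.51, adjusted p = 0.000364) and AT4G22750 (-2.42, adjusted p = 5.83e-05). AT4G22750 was listed at no more than 4.29e-05 FPKM in all 6 treated libraries, while its neighbour AT4G22753 rose from a mean of 2.42 to 8.03 FPKM, so the decrease can be a matter of which of both loci the reads were assigned to. In mock, the largest increases in Atg3bp1-1 after AtG3BP1 were those of ASN1 (AT3G47340), with 2.98 (SE 0.53, adjusted p = 0.0324), and BCAT-2 (AT1G10070), with 2.86 (SE 0.63, adjusted p = 0.0490). The largest decreases after AK-HSDH II were those of UBC11 (AT3G08690), with -1.78 (SE 0.25, adjusted p = 0.0138), and PRE1 (AT5G39860), with -1.38 (SE 0.27, adjusted p = 0.0348). These calls rest on few libraries. The adjusted p of ASN1 rose to between 0.0518 and 0.122 when any of the 6 Atg3bp1-1 libraries was left out, and that of UBC11 to 0.0644, 0.0670 and 0.0560 without Atg3bp1-1 mock replicates 1, 2 and 3 in turn. BCAT-2 passed 0.05 when any library but WT mock replicate 2, WT hrcC replicate 1 or WT hrcC replicate 2 was left out, reaching 0.166 without Atg3bp1-1 mock replicate 1. PRE1 passed it when WT mock replicate 1 or 2 or any Atg3bp1-1 library was left out, reaching 0.127 without Atg3bp1-1 mock replicate 2. With the replicate number as a block, the adjusted p was 0.0950 for BCAT-2 and 0.0523 for PRE1. CYP82C4 was no longer called in WT without WT mock replicate 1 (0.0783), WT mock replicate 3 (0.0894) or WT hrcC replicate 3 (0.108). In Atg3bp1-1 it was no longer called without mock replicate 1 (0.0882) or 2 (0.127), or hrcC replicate 1 (0.0935), 2 (0.0842) or 3 (0.0818).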

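After Pst hrcC-, 348 genes were called higher in both genotypes, 144 in WT alone and 93 in Atg3bp1-1 alone, and 20 were called lower in both. Of the genes higher in Atg3bp1-1 mock than in WT mock, 43 were also induced by Pst hrcC- in WT. Both of these lists were obtained against the same WT mock libraries, so a WT mock group that is low by chance raises both. This was examined in 100 simulated data sets without any true change, with the residual spread of these genes. There the called overlap had a median of 0 and a maximum of 3. When equally many top-ranked genes were taken instead of called ones, the overlap was 44 in the data and 46 in the median simulated set, with a maximum of 158. The simulated sets hold no response to Pst hrcC-, so their top-ranked genes come from spread alone, unlike those of the data. The closeness of 44 and 46 therefore does not show that the shared libraries cause the overlap. Across genes, which are not independent replicates, the changes of the 2 comparisons had a correlation of 0.47 in the data, against a median of 0.54 and a range of -0.54 to 0.95 in the simulated sets. When separate WT mock libraries were given to the 2 comparisons, in each of the 6 possible ways, the correlation lay between 0.09 and 0.27. The overlap became 14 without WT mock replicate 1, 108 without WT hrcC replicate 1 and 24 without WT hrcC replicate 3. Without Atg3bp1-1 mock replicates 1, 2 and 3 in turn it became 2, 1 and 6, and without Atg3bp1-1 hrcC replicates 1, 2 and 3 in turn 7, 11 and 15. With the replicate number as a block it was 21, and with the set of 3 high-factor samples as a term 102.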

All the down- or up-regulated genes were overlapped to obtain the unique down- or up-regulated genes in mock–mock and mock–*Pst hrcC*^*−*^ treated conditions (Fig 5A).

**Figure S3.**
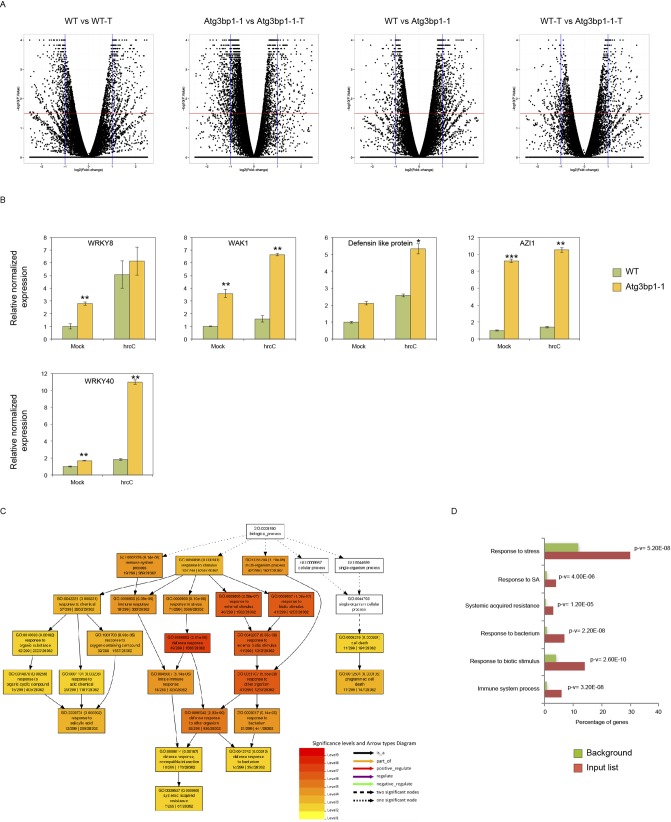
RNAseq–Volcano plots, qPCR validation, and GO enrichment analysis. **(A)** Volcano plots of the transcriptomes of WT and *Atg3bp1-1* plants with and without *Pst* hrcC^−^ treatment (WT versus WT-treated, *Atg3bp1-1* versus *Atg3bp1-1*-treated, WT versus *Atg3bp1-1*, and WT-treated versus *Atg3bp1-1*-treated). The horizontal line and vertical lines indicate the significance threshold (FDR < 0.05) and twofold change threshold (log2 foldchange > 1), respectively. **(B)** Expression of *AtG3BP1*-regulated genes in the WT and *Atg3bp1-1* 14-d-old seedlings. Transcript levels were determined by qRT-PCR relatively to Col-0 WT (set at 1). UBQ10 and *actin* expression levels were used for normalization. **(C, D)** GO enrichment analysis of genes induced upon microbial treatment using AgriGO V2. The fold enrichment was calculated based on the frequency of genes annotated to the term compared with their frequency in the genome.

**Figure 5.**
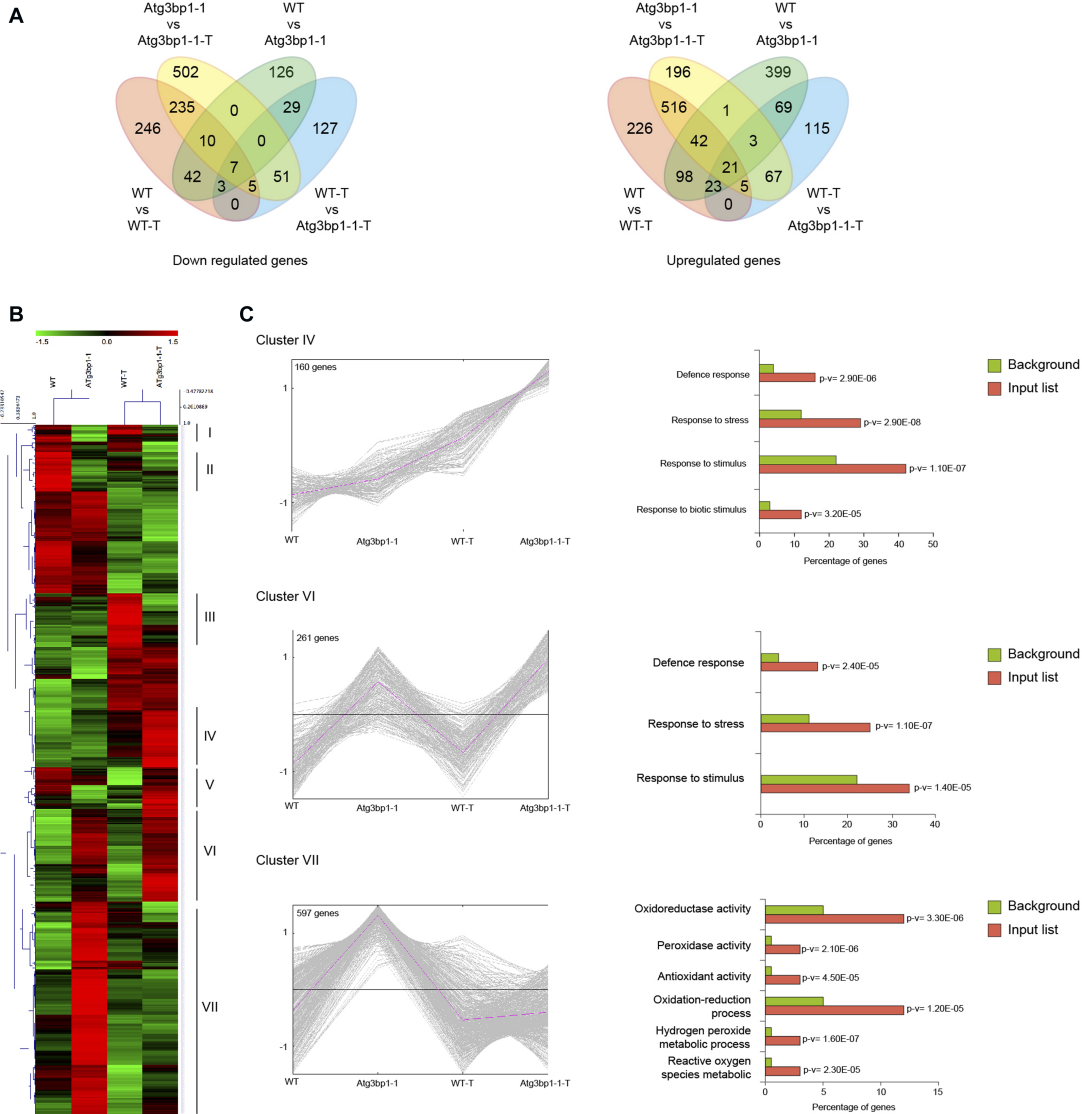
Global transcriptomic profile shows that *AtG3BP1* is associated with defense responses. **(A)** Venn diagrams showing the number of the unique differentially expressed genes. The numbers in the Venn diagrams were obtained by overlapping the unique down- or up-regulated genes in mock–mock and mock-treated conditions (WT versus WT-treated, *Atg3bp1-1* versus *Atg3bp1-1-*treated, WT versus *Atg3bp1-1*, and WT-treated versus *Atg3bp1-1*-treated). **(B)** Heat map of *AtG3BP1*-induced genes with and without *Pst* *hrcC*^*−*^ treatment in WT and *Atg3bp1-1* plants. The original fragments per kilobases million values were subjected to data adjustment by normalizing genes or rows and hierarchical clustering was generated with the average linkage method using MeV4.0. Red color indicates up-regulation and green indicates down-regulation. Clusters are defined in the text. **(C)** Expression profiles and enrichment of genes with GO terms for interesting clusters of *AtG3BP1*-induced genes with and without *Pst* *hrcC*^*−*^ treatment in WT and *Atg3bp1-1* plants. Right panel: for each interesting cluster, enrichment in genes with GO terms related to immune response. The fold enrichment was calculated based on the frequency of genes annotated to the term compared with their frequency in the genome.

Performing hierarchical clustering by combining all the 1937 unique genes that are differentially expressed (Fig 5A) revealed several clusters as depicted in Fig 5B. 

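The higher lists of the 4 comparisons were compared with each other, and the lower lists likewise. In this way 429 calls were made in a single list of their direction, 314 of them higher and 115 lower. They involve 424 distinct genes, as some genes had a higher call in a comparison and a lower call in a different comparison. These are the genes called in a single list below. WT after Pst hrcC- contributed 107 higher and 33 lower calls, Atg3bp1-1 after Pst hrcC- 93 and 75, the genotypes in mock 114 and 7, and the genotypes after Pst hrcC- 0 and 0. The number rose to 797 with 2-fold and an unadjusted p of at most 0.05, its largest change among the alternatives set beforehand, and to 828 with the set of 3 high-factor samples as a term. In place of hierarchical clusters, each gene was assigned to the pattern of high and low groups that its 4 group means matched best, out of 14 patterns. Genes high in both treated groups were the most frequent, with 135. A further 99 were low in WT mock alone, 63 were high in both mock groups, 45 were high in both Atg3bp1-1 groups, 34 were high in Atg3bp1-1 mock alone, 22 were high in WT mock alone and 15 were high in Atg3bp1-1 hrcC alone. How the patterns of 15, 45 and 34 genes change with single libraries is given with each of them.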

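Of the genes called in a single list, 15 were high in Atg3bp1-1 after Pst hrcC- and low in the other 3 groups. All 15 owe this to a call in the Atg3bp1-1 response. Their median log2 response to Pst hrcC- was 1.46 in Atg3bp1-1 and 0.69 in WT, where 14 of the 15 were above 0, and the median difference between the responses was 0.83. After Pst hrcC- their median log2 fold change from WT to Atg3bp1-1 was 1.03. Since the genes were picked by this pattern, these medians are not independent evidence for it, and none of them passed the limma interaction test over all genes. They include the wall-associated kinase WAK1 (AT1G21250) and the transcription factor WRKY45 (AT3G01970). WAK1 matched this pattern best, but its response in WT was nearly as large, at 1.26 (SE 0.34, limma adjusted p = 0.0653). That WT response was past the threshold in 6 of 24 alternatives, and the interaction of WAK1 was 0.12 (SE 0.49). The response of WAK1 in Atg3bp1-1 had a log2 fold change of 1.37 (SE 0.34, limma adjusted p = 0.0452). It was no longer past the threshold without WT mock replicates 2 and 3 in turn (0.0618 and 0.0671) or Atg3bp1-1 mock replicates 1 and 3 (0.142 and 0.176). The same held without Atg3bp1-1 hrcC replicates 1, 2 and 3 (0.0681, 0.175 and 0.108). It also held with no rescaling (0.0762), pseudocounts of 0.1 and 0.5 (0.068 and 0.0543) and no filter (0.0871). The count of 15 became 24 without WT mock replicate 1, 23 without WT hrcC replicate 1, 48 without WT hrcC replicate 3 and 6 without Atg3bp1-1 hrcC replicate 1. Without Atg3bp1-1 mock replicates 1, 2 and 3 in turn it became 5, 6 and 5.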

Focusing on three specific clusters of interest, cluster IV comprised 160 DEGs that were highly up-regulated in *Atg3bp1-1* upon *Pst hrcC*^*−*^ treatment but not in WT (Fig 5C). Enrichment analysis of Gene Ontology categories of cluster IV revealed genes associated with response to stress, biotic stimulus, and defense (Fig 5C). Therefore, *Atg3bp1* mutants respond more strongly to microbial challenge than WT. 

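The responses were compared directly through the genotype by treatment interaction, the response of Atg3bp1-1 minus that of WT. With limma, 0 of the 17158 genes had an interaction past the thresholds, and the smallest adjusted p was 0.991. At 2-fold and an unadjusted p of at most 0.05, the interaction was above 0 for 35 genes and below 0 for 136. A value below 0 can be a smaller increase or a larger decrease in Atg3bp1-1. The counts are therefore not those of stronger and weaker responses. These counts depend on the fit. With the set of 3 high-factor samples as a term they were 194 and 191. Without WT mock replicates 2 and 3 in turn they were 77 and 163, and 86 and 232. Without WT hrcC replicates 1, 2 and 3 in turn they were 67 and 353, 53 and 104, and 87 and 137, and without Atg3bp1-1 mock replicate 1 they were 56 and 125. In simulated data with the spread of these libraries, the same test recovered 46%, 64% and 94% of the genes given an interaction of 1.5, 2 and 3 on the log2 scale. Smaller interactions were not simulated, so the count of 0 says little about them. Only genes of higher expression were changed, 200 at once, and the spread was drawn independently for each gene. These shares therefore do not hold for genes near the filter or for genes that vary together. Among the 348 genes called higher in both genotypes, the response was larger in Atg3bp1-1 for 166 and larger in WT for 182. Their median difference was -0.02 on the log2 scale. Among the 585 called higher in either genotype it was larger in Atg3bp1-1 for 259 and in WT for 326, with a median of -0.07. Both sets were chosen by their calls. Of the genes discussed in the paper, the largest interactions were those of PR1 (AT2G14610), with 2.05 (SE 1.29, limma adjusted p = 0.991), and ANAC019 (AT1G52890), with 1.47 (SE 0.54, adjusted p = 0.991). PR1 had 28.7 ± 39.3 FPKM in Atg3bp1-1 and 0.341 ± 0.286 FPKM in WT after Pst hrcC- (SD, n = 3 each), a spread within Atg3bp1-1 larger than its mean.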

A constitutive defense response in *Atg3bp1-1* was observed for cluster VI, with 261 DEGs, which were highly up-regulated already in the absence of *Pst hrcC*^*−*^ treatment (Fig 5C). 

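Both Atg3bp1-1 groups were high, and both WT groups low, for 45 of the genes called in a single list, and all 45 were called between the genotypes in mock. Their median log2 fold change from WT to Atg3bp1-1 was 1.54 in mock and 0.70 after Pst hrcC-. The genes were picked by this pattern, so both directions follow from the choice. They responded to Pst hrcC- with a median of 0.51 in WT and of -0.31 in Atg3bp1-1. The count became 19 without WT mock replicate 1, 15 without WT mock replicate 2 and 86 without WT hrcC replicate 2. Without Atg3bp1-1 mock replicates 1, 2 and 3 in turn it became 4, 2 and 6, and without Atg3bp1-1 hrcC replicates 1, 2 and 3 in turn 8, 12 and 16. It was 5 without rescaling and 28 with the replicate number as a block. Among all 158 genes higher in Atg3bp1-1 mock, 154 were above 0 between the genotypes after Pst hrcC-, with a median of 0.58, and 153 were above 0 in the WT response, with a median of 0.91. Their median response in Atg3bp1-1 was -0.01. The WT mock libraries enter both the mock comparison and the WT response, so these medians are not independent. None of the genes named in Fig S3B, the SA-related genes or the WRKY genes tested here was among the 158.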

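High in Atg3bp1-1 mock and low in the other 3 groups were 34 of the genes called in a single list of a direction. Of these, 24 were called through a decrease in Atg3bp1-1 after Pst hrcC- and 15 through the mock comparison, some of them through both. Their median log2 fold change from WT to Atg3bp1-1 was 1.04 in mock and 0.16 after Pst hrcC-, values that follow in part from the choice of this pattern. The count became 20 without WT mock replicate 2, 69 without WT hrcC replicate 1, 12 and 8 without Atg3bp1-1 mock replicates 1 and 2, and 14, 22 and 13 without Atg3bp1-1 hrcC replicates 1, 2 and 3 in turn, and it was 59 with the set of 3 high-factor samples as a term. Class III peroxidases made up 3 of the 34 (AT2G37130, AT3G01190 and AT4G26010), where 0.11 were expected from the 53 tested genes of the peroxidase list (two-sided Fisher's exact test, p = 0.000156). This list was drawn from gene names and also took in DOX1 (AT3G01420), a dioxygenase, and UBP14 (AT3G20630), a ubiquitin-specific protease. Of the 53, 47 were above 0 from WT to Atg3bp1-1 in mock, with a median log2 fold change of 0.48. The set test camera, with a preset correlation of 0.01 between genes, gave an adjusted p of 1.41e-06 over the 35 list tests. With fry it was 0.0716 and with a correlation estimated from the data 0.248. Without DOX1 and UBP14, a choice made after the data had been seen, 46 of 51 were above 0 with a median of 0.48, a camera adjusted p of 8.95e-07, a fry adjusted p of 0.0720 and 0.249 with an estimated correlation, and 0.10 of the 34 were expected (p = 0.000139). Over all genes 1 peroxidase was called in mock, AT2G37130, and 8 were past the threshold when adjusted over the list alone. Without rescaling the median was 0.36, with 40 of the 53 above 0, and it was 0.47 and 0.51 with median-ratio scaling and quantile normalization. After Pst hrcC- the median was 0.05, with 32 of 53 above 0 and a camera adjusted p of 0.150, and it was -0.07 without rescaling. That adjusted p was 0.000577 without WT hrcC replicate 2 and 0.00148 without Atg3bp1-1 hrcC replicate 1. The peroxidases fell by 0.55 in the median in Atg3bp1-1 after Pst hrcC- (camera adjusted p = 0.000573, fry 0.179) and by 0.12 in WT (camera adjusted p = 0.594), where the mean was 0.08 and camera's direction was up. Their interaction had a median of -0.44 (camera adjusted p = 3.55e-06, fry 0.231, estimated correlation 0.264), and without DOX1 and UBP14 of -0.44 (3.50e-06, 0.240 and 0.274).

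**Figure D3:**
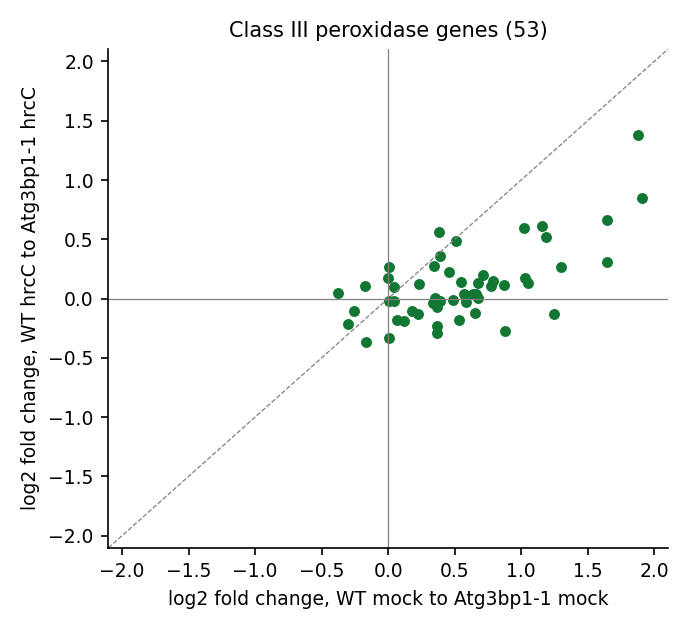
Log2 fold change from WT to Atg3bp1-1 of each of the 53 genes of the peroxidase list (points) in mock (x axis) and after Pst hrcC- (y axis), with a dashed line where both are equal. In mock 47 of 53 lie above 0, and after Pst hrcC- 32 of 53, a majority that becomes 20 of 53 without rescaling.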

Another large set of genes, cluster VII with 597 DEGs, all related to ROS, hydrogen peroxide metabolism, oxidation–reduction process, peroxidase activities, and oxidoreductase activities, was also found to be constitutively up-regulated in untreated *Atg3bp1-1* plants (Fig 5C).

The expression of several immunity-related genes in *Atg3bp1* mutants, including *WAK1* (*AT1G21250*), *WRKY40* (*AT1G80840*), *WRKY8* (*AT5G46350*), and *AZI1* (*AT4G12470*), and defensin-like protein (*AT3G59930*) was confirmed by qRT-PCR analysis (Fig S3B). 

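The 5 immunity-related genes measured by qRT-PCR in Fig S3B were also examined in the libraries. In mock all 3 libraries labelled Atg3bp1-1 were above all 3 labelled WT for each of the 5, where chance separates 10% of genes fully in either direction and 26.5% of all tested genes were separated in this comparison. WAK1 (AT1G21250) had 0.956 ± 0.244 FPKM in WT mock and 4.05 ± 2.39 FPKM in Atg3bp1-1 mock (SD, n = 3 each), a log2 fold change of 1.34 (SE 0.34, limma adjusted p = 0.0706). WRKY40 (AT1G80840) had 1.03 ± 0.406 and 2.41 ± 0.870 FPKM (log2 fold change 0.82, SE 0.31, adjusted p = 0.158), and AZI1 (AT4G12470) had 6.20 ± 2.38 and 43.5 ± 21.1 FPKM (2.66, SE 0.70, adjusted p = 0.0766). The defensin-like gene AT3G59930 had 8.59 ± 4.88 and 29.2 ± 18.4 FPKM (1.72, SE 0.51, adjusted p = 0.0963). WRKY8 (AT5G46350) stayed below the filter, with 0.171 ± 0.0972 and 0.554 ± 0.147 FPKM. None was called over all genes tested with limma. WAK1 was past the threshold without WT hrcC replicate 1 (adjusted p = 0.0465), and AZI1 without WT hrcC replicate 2 (0.0370) or 3 (0.0434). Adjusted over the list alone, 3 of the 4 genes above the filter were past both thresholds in mock, and 3 after Pst hrcC-. WRKY40 missed the fold threshold in mock, with a log2 fold change of 0.82. The pseudocount of 1 FPKM makes fold changes smaller at such low FPKM, and over the alternatives this value reached 1.27. The calls over the list alone are not independent evidence, because the study chose these genes from the same libraries. Their median log2 fold change was 1.53 in mock, with a camera adjusted p of 0.000888, 0.00125 with fry and 0.0327 with an estimated correlation. After Pst hrcC- the median was 1.41 (camera adjusted p = 5.85e-06, fry 0.00214, estimated correlation 0.0142). The interaction had a median of -0.18 (camera adjusted p = 0.861). The set responded to Pst hrcC- with a median of 1.84 in WT and 1.65 in Atg3bp1-1.

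**Figure D4:**
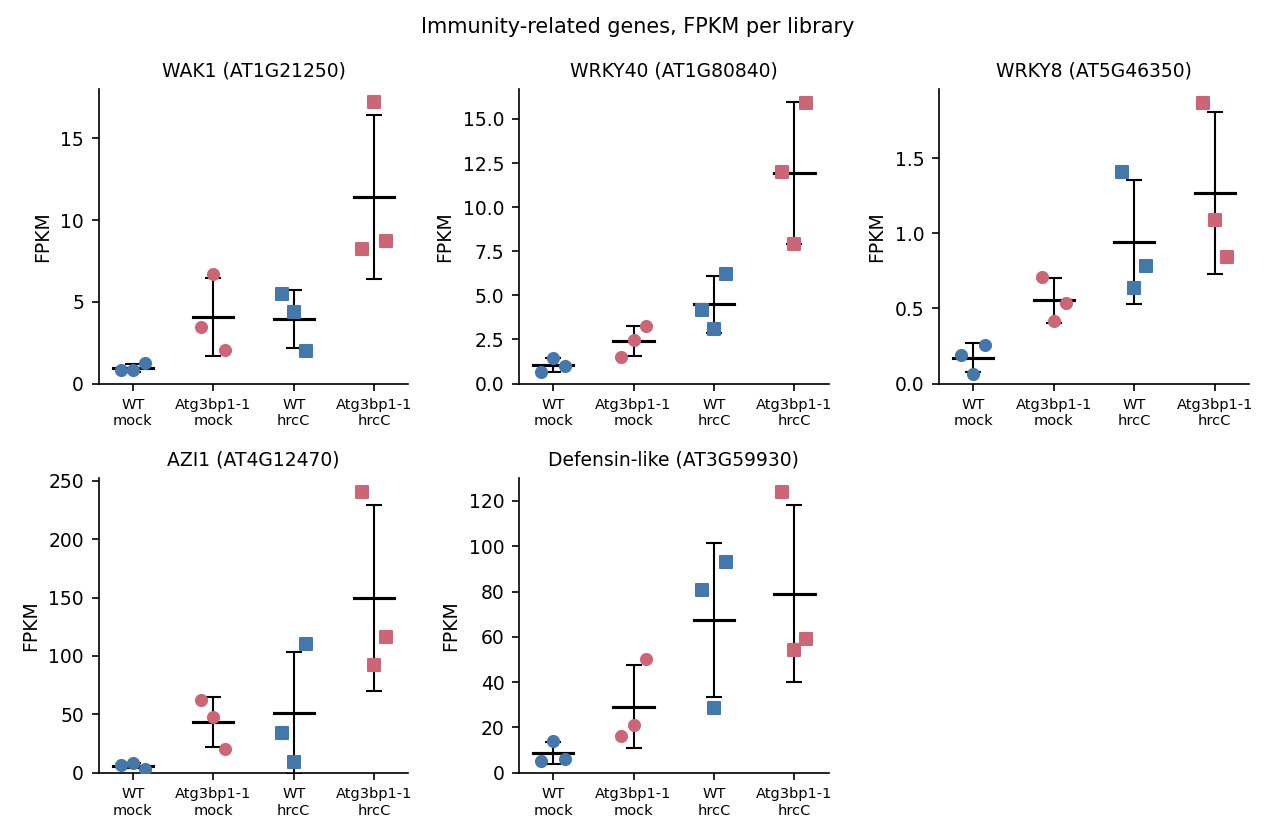
FPKM of WAK1, WRKY40, WRKY8, AZI1 and the defensin-like gene AT3G59930 in each library (points), by group, with the mean and SD of each group (lines). In mock the 3 libraries labelled Atg3bp1-1 lie above the 3 labelled WT for all 5 genes.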

Taken together, the global gene expression data suggest that *AtG3BP1* plays a negative role in a large subset of immunity-related genes.

### *AtG3BP1* is a key negative regulator of genes involved in SA biosynthesis and signaling

The transcriptome data indicated that a large set of immunity-related genes are either constitutively or more highly induced in *Atg3bp1* mutants upon microbial challenge. Among these genes, a strong enrichment was observed for SA-related genes (Fig S3C and D). 

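Families beyond the named genes were tested as lists. Of 72 WRKY transcription factors, 49 passed the filter. From WT to Atg3bp1-1 their median log2 fold change was 0.16 in mock, with 32 of 49 above 0 (camera adjusted p = 0.167), and 0.18 after Pst hrcC-, with 34 of 49 above 0 (camera adjusted p = 3.98e-05, fry 0.231, estimated correlation 0.248). In mock the adjusted p was 0.0462 without WT mock replicate 1 and 0.0376 without Atg3bp1-1 mock replicate 3. Over all genes limma called 0 WRKY genes between the genotypes, with 1 adjusted over the list alone in mock and 1 after Pst hrcC-. The WRKY genes rose by a median of 0.04 in WT after Pst hrcC- (camera adjusted p = 0.104) and 0.11 in Atg3bp1-1 (camera 0.00253, fry 0.231, estimated correlation 0.365). In WT the camera adjusted p was 0.0134 without WT mock replicate 1 and 0.0127 without WT hrcC replicate 1, so these values do not set the genotypes apart. The microbe-triggered immunity markers PR1 (AT2G14610), WRKY29 (AT4G23550) and MYB51 (AT1G18570) had a median of 0.76 in mock, 3 of 3 above 0, with a camera adjusted p of 0.104 and a fry adjusted p of 0.0325. Without Atg3bp1-1 mock replicate 3 the camera adjusted p was 0.0349. With the set of 3 high-factor samples as a term MYB51 was called in mock (log2 fold change 1.35, adjusted p = 0.0286) and in WT after Pst hrcC- (1.14, adjusted p = 0.0168), where without it the values were 0.76 (0.222) and 0.85 (0.214). After Pst hrcC- their median was 0.59, 2 of 3 above 0, with a camera adjusted p of 0.0337 and a fry adjusted p of 0.150. That adjusted p was 0.0542 without WT mock replicate 1, 0.139 without WT hrcC replicate 2 and 0.0923 without WT hrcC replicate 3. The fourth marker, FRK1 (AT2G19190), stayed below the filter, with 0.0694 ± 0.0413 FPKM in WT mock and 0.228 ± 0.0685 FPKM in Atg3bp1-1 mock (SD, n = 3 each). From the genes and clusters that were higher in Atg3bp1-1 with or without microbial challenge, the paper proposes that AtG3BP1 acts negatively on many immunity-related genes, and it states that these genes are raised constitutively or induced more strongly in the mutants.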

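SA-related genes were tested as a list of the 11 that the paper names, 8 of which passed the filter. WRKY40 and AZI1 belong both to this list and to the genes of Fig S3B. From WT to Atg3bp1-1 their median log2 fold change was 0.21 in mock, with 6 of 8 above 0, a camera adjusted p of 0.105, a fry adjusted p of 0.0441 and 0.248 with an estimated correlation. After Pst hrcC- it was 0.38, with 6 of 8 above 0 (camera adjusted p = 0.000578, fry 0.0166, estimated correlation 0.0331). Without WT hrcC replicate 2 that camera adjusted p was 0.0587. AZI1 and WRKY40 had the largest changes after Pst hrcC-, 2.18 and 1.37, and the study chose them from these libraries. Without both, a choice made after the data had been seen, the median of the other 6 was 0.18 after Pst hrcC- (camera adjusted p = 0.0884, fry 0.0710, estimated correlation 0.205) and 0.13 in mock (0.540, 0.202 and 0.669), so the result of the list rests on these genes. The interaction of the list had a median of 0.01 (camera adjusted p = 0.473). Over all genes limma called 0 of the 8 between the genotypes, with 1 adjusted over the list alone in mock and 2 after Pst hrcC-. Between them the members differed. CBP60g (AT5G26920) had a log2 fold change of 0.68 in mock (SE 0.23, limma adjusted p = 0.133), and PR2 (AT3G57260) had 0.26 in mock and 1.07 after Pst hrcC- (SE 0.42 each, adjusted p = 0.752 and 0.904). EDS5 (AT4G39030) had -0.27 and -0.20, and ICS1 (AT1G74710), EDS1 (AT3G48090) and PAD4 (AT3G52430) lay between -0.01 and 0.25 in both conditions. SARD1 (AT1G73805), NIMIN1 (AT1G02450) and WRKY38 (AT5G22570) stayed below the filter. Between mock and Pst hrcC-, the list rose by a median of 0.44 in WT (camera adjusted p = 0.00328, 0.0622 with an estimated correlation) and 0.40 in Atg3bp1-1 (0.000573, and 0.0331 with an estimated correlation). Without AZI1 and WRKY40 the camera adjusted p was 0.0779 in WT and 0.0285 in Atg3bp1-1. With fry it was 0.00743 and 0.00329, and with an estimated correlation 0.205 and 0.145. Fry and the estimated correlation thus put both genotypes on the same side of the threshold. PR2 was called in both responses, with 2.06 (adjusted p = 0.0150) in WT and 2.87 (adjusted p = 0.00168) in Atg3bp1-1.

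**Figure D5:**
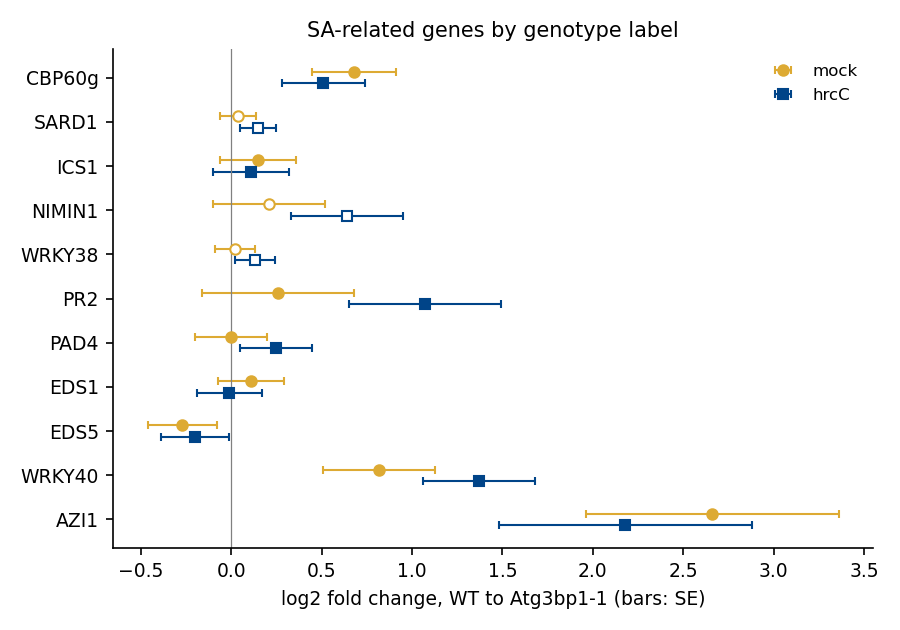
Log2 fold change from WT to Atg3bp1-1 of each SA-related gene that the paper names, in mock and after Pst hrcC- (points, with standard errors as bars, and open symbols for genes below the filter). EDS5 lies below 0 in both conditions.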

For this purpose, we evaluated the expression levels of several known SA-mediated defense genes in *Atg3bp1-1* and WT seedlings by qRT-PCR. We found that the basal transcript levels of the CaM-binding protein 60 g (*CBP60g*) and SAR deficient-1 (*SARD1*) were higher in *Atg3bp1-1* than those in WT. *CBP60g* and *SARD1* are members of the CaM-binding protein family that regulate the expression of the SA biosynthetic gene isochorismate synthase 1 (*ICS1*) (Zhang et al, 2010; Wang et al, 2011). The expression of *ICS1* was also significantly higher in *Atg3bp1-1* compared with WT (Fig 6A). For SA signaling-related genes, the expression levels of *NIM1 interacting 1* (*NIMIN1*), transcription factor *WRKY38*, and *PR2* were tested and found to be higher in *Atg3bp1-1* compared with WT (Fig 6B). Expression of some of the SA marker genes *PAD4*, *EDS1*, and *EDS5* were also elevated in *Atg3bp1-1* compared to WT (Fig 6C). The transcription factors *WRKY40* and *AZI1* (azelaic acid induced-1) are often used as markers for SA-dependent host defense responses (Lamb et al, 1989; Baker et al, 1997). *WRKY40* and *AZI1* were also up-regulated in *Atg3bp1-1* compared with WT controls (Fig S3B). Overall, the hyperinduction of SA defense-related genes correlates with the resistance to *Pst* observed in the *Atg3bp1* mutants.

**Figure 6.**
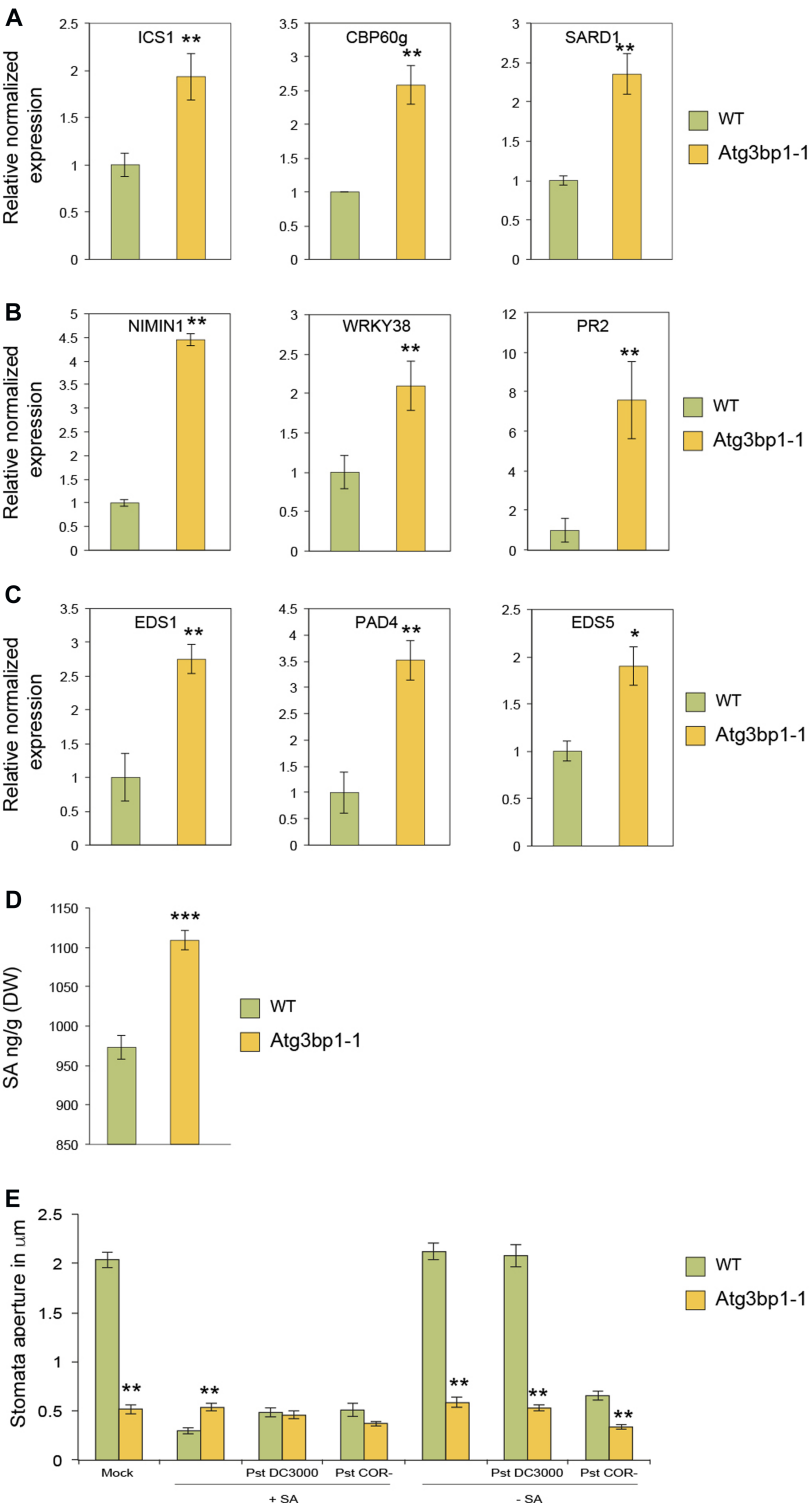
Endogenous salicylic acid (SA) triggers stomatal closure and immune defense in Atg3bp1 mutants. **(A)** Expression of SA-biosynthesis–related genes in the WT and *Atg3bp1-1* 14-d-old seedlings. Transcript levels were determined by qRT-PCR relatively to Col-0 WT (set at 1). *UBQ10* and *actin* expression levels were used for normalization. **(B)** Expression of SA-signaling–related genes in the WT and *Atg3bp1-1* 14-d-old seedlings. Transcript levels were determined by qRT-PCR relatively to Col-0 WT (set at 1). *UBQ10* and *actin* expression levels were used for normalization. **(C)** Expression of SA-accumulation–related genes in the WT and *Atg3bp1-1* 14-d-old seedlings. Transcript levels were determined by qRT-PCR relatively to Col-0 WT (set at 1). *UBQ10* and *actin* expression levels were used for normalization. **(D)** Endogenous SA levels in 14-d-old seedlings of WT and *Atg3bp1-1* mutant plants. Values represent SEM from three independent experiments. **(E)** Stomatal aperture in epidermal peels of 5-week-old WT and *Atg3bp1-1* plants were floated in stomata buffer and treated 1 h with 100 μM SA followed by inoculation with either *Pst* or *Pst* *COR*−. Stomatal apertures were evaluated after 3 h. Values represent SEM from three independent experiments. Asterisks indicate significant differences from WT plants determined by a Mann–Whitney *U* two-tailed test (*P* ≤ 0.01).

### *AtG3BP1* regulates stomatal immunity via SA signaling

We showed that *Arabidopsis G3BP1* is critical for stomatal immunity and that *AtG3BP1* is a negative regulator of SA biosynthesis and signaling gene expression. Since SA is required for innate immunity–mediated stomatal closure (Zeng et al, 2011b), we thus quantified endogenous SA levels in *Atg3bp1* mutant lines and found significant increase in SA levels in *Atg3bp1-1* mutants compared with WT seedlings (Fig 6D).

Because an increase in endogenous SA can trigger stomatal closure, we hypothesized that an increase in the expression of SA-related genes might trigger stomatal closure and in turn lead to immune resistance in *Atg3bp1* mutants. For this purpose, stomatal apertures were assessed in WT and *Atg3bp1-1* after a 1-h pretreatment of SA followed by inoculation with either *Pst* or *Pst* *COR*^−^. The inoculation with *Pst* did not reopen the stomata in WT when pretreated with SA. But in WT leaves that had not been treated with SA, stomata completely reopened to normal sizes after 3 h of inoculation with *Pst* because of COR produced by the pathogen. In WT leaves pretreated with SA followed by inoculation with *Pst* *COR*^−^, the stomata remained closed because of the lack of COR. In contrast, the stomata in *Atg3bp1-1* leaves remained closed and the treatment with either *Pst* or *Pst* *COR*^−^ had no effect on the stomata (Fig 6E). Collectively, these results confirm that *AtG3BP1* functions in SA-mediated stomatal closure and reopening in response to bacterial pathogens.

## Discussion

In this study, we report the identification of the *Arabidopsis G3BP1* as an important player in SA-dependent stomatal immunity. AtG3BP1 is a member of a family of eight proteins in *Arabidopsis* that are orthologs to the human G3BP gene family. Mammalian G3BP1 is an evolutionarily highly conserved RBP that was identified through its interaction with a Ras-GTPase–activating protein (Tourriere et al, 2003). G3BPs have been mainly studied in mammals where they are involved in many processes, such as the formation of SGs and the involvement in virus resistance (Tourriere et al, 2003; Katsafanas & Moss, 2007; Panas et al, 2012). However, so far, no G3BP has been functionally characterized in plant stomatal and apoplastic immunity. Expression profiles of the different members of the family in *Arabidopsis* are subjected to changes according to developmental stages, tissue specificity, and environmental perturbations. From these patterns, the genes might perform similar biochemical functions in a tissue- and developmental-specific manner and respond to different conditions (Fig S4). AtG3BP7 (At5g43960), formerly known as AtG3BP-like protein, was identified as an *Arabidopsis* G3BP-like protein that localizes to plant SGs and plays a role in the *Arabidopsis* virus resistance. It has been shown that SG formation and function is conserved between mammalian and plant cells during stress. Moreover, plant viruses have the ability to bind to AtG3BP7, preventing the formation of SGs, as in mammals (Krapp et al, 2017).

**Figure S4.**
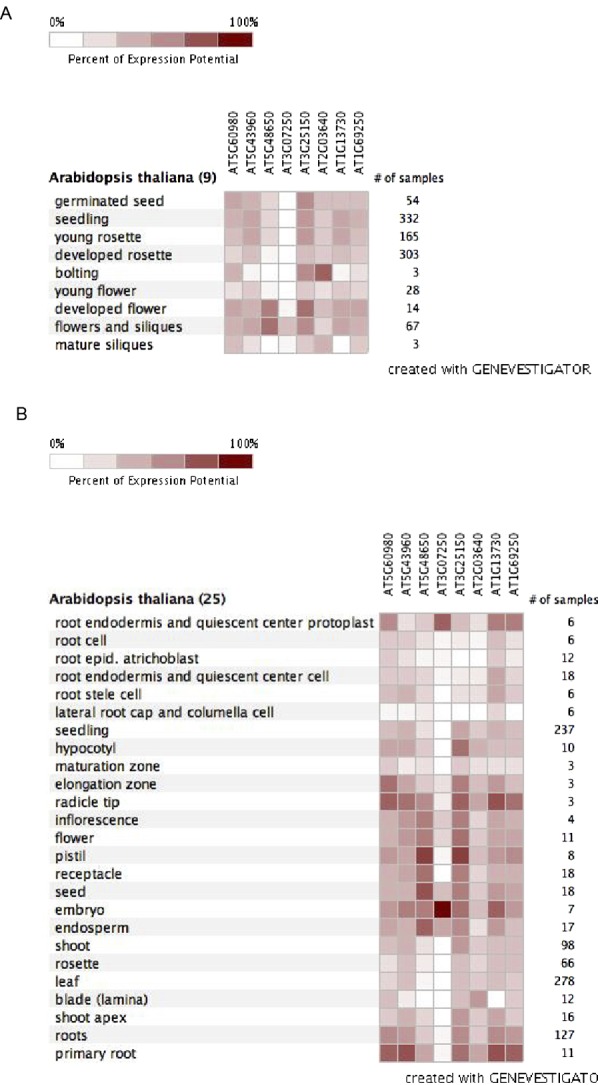
Expression profiles of AtG3BPs in development and different organs. **(A)** Developmental stage–specific expression pattern of the members of *Arabidopsis* G3BP family generated using Genevestigator. **(B)** Anatomical part expression pattern of the members of *Arabidopsis* G3BP family generated using Genevestigator.

The enhanced disease resistance to *Pst* observed in two independent *Atg3bp1* loss-of-function mutant lines indicates a role for *AtG3BP1* in plant innate immunity. Several lines of evidence also showed that *AtG3BP1* is involved in MTI. *Atg3bp1* mutants have reduced sensitivity to *Pst hrcC*^*−*^, a nonvirulent pathogen used to study MTI. *Atg3bp1* mutants also showed enhanced ROS accumulation in response to flg22 and up-regulation of classical MTI marker genes and stomatal innate immunity.

*Atg3bp1-1* mutants showed the activation of defense responses leading to constitutive stomatal closure. More importantly, the striking insensitivity to COR-dependent stomatal reopening in *Atg3bp1* mutants explains the enhanced resistance phenotype of *Atg3bp1* mutants to *Pst* by spray inoculation. Moreover, in spite of overcoming the stomatal barrier by infiltration of *Pst*, the *Atg3bp1* mutants showed enhanced disease resistance. Taken together, these data indicate that *Arabidopsis G3BP1* is a regulator of stomatal and apoplastic immunity.

The analysis of the SA-deficient *nahG* mutant and SA-biosynthetic *sid2/eds16* mutant revealed that SA biosynthesis is required for MAMP-induced stomatal closure (Melotto et al, 2006; Zeng et al, 2010). *Atg3bp1* mutant plants showed up-regulation of SA biosynthesis and signaling marker genes and accumulated SA. It was also shown that SA induces stomatal closure by peroxidase-mediated extracellular ROS production (Mori et al, 2001; Khokon et al, 2011). Consistent with a role of *AtG3BP1* in SA-induced ROS production, *Atg3bp1* mutants showed constitutive up-regulation of genes related to ROS production and enhanced DAB and NBT staining for hydrogen peroxide and superoxide, respectively. The SA-dependent pathway is also critical in mediating *Pst* resistance in the COR-insensitive *coi-20* mutants (Kloek et al, 2001). Thus, SA signaling pathway is required for stomatal immunity and apoplastic defenses against *Pst* (Kloek et al, 2001; Melotto et al, 2006; Zeng et al, 2010, 2011a). Our data support the idea that *Atg3bp1* immunity against *Pst* including stomatal defense is correlated with the activation of SA signaling.

Recently, COR was found to induce the NAC transcription factors (petunia NAM and *Arabidopsis* ATAF1, ATAF2, and CUC2) *ANAC019*, *ANAC055*, and *ANAC07* to repress *ICS1* and induce *BSMT1* to inhibit SA accumulation, thus mediating reopening of the stomata to facilitate bacterial entry (Zheng et al, 2012). Interestingly, in *Atg3bp1-1* mutants, two of these NAC TFs (*ANAC019* and *ANAC055*) were up-regulated in untreated plants (Fig S5) but nonetheless result in accumulation of SA, requiring another explanation for the insensitive phenotype to COR-induced stomatal reopening.

**Figure S5.**
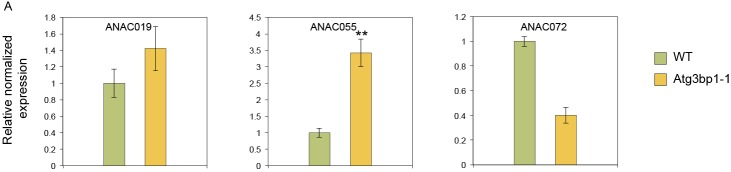
qPCR of the NAC TFs. **(A)** Transcript levels of ANAC019, ANAC055, and ANAC072 were measured in the WT and *Atg3bp1-1* 14-d-old seedlings. Transcript levels were determined by qRT-PCR relatively to Col-0 WT (set at 1). UBQ10 and *actin* expression levels were used for normalization.

RBPs, especially those involved in response to stress, have been shown to regulate gene expression at different stages, from transcription to posttranslational levels (Mastrangelo et al, 2012). Posttranscriptional regulations are important processes in eukaryotes that enable them to adapt to changes in their environment. Human G3BP1 is located in SGs, which are sites of mRNA storage during stress responses that are involved in regulating mRNA stability and translatability (Anderson & Kedersha, 2008). In humans, SGs are highly dynamic entities that recruit many signaling proteins in a transient manner until the cells adapt to stress or die. Hence, beyond their role as mRNA triage centers, SGs are proposed to constitute RNA-centric signaling hubs analogous to classical multiprotein signaling domains such as transmembrane receptor complexes which communicate a “state of emergency” (Kedersha et al, 2013). A good example for this as a signaling hub is the one shown by HsG3BP1 which functions in regulating double-stranded RNA-dependent protein kinase activation (Reineke et al, 2015). Given the highly conserved nature of eukaryotic G3BPs, it is tempting to speculate that plant G3BP1 might function in an analogous fashion during stress. This might also explain the fact that *Atg3bp1* mutants showed enhanced ROS accumulation in response to flg22, which would suggest that AtG3BP1 functions upstream of ROS production. In this context, it should also be noted that ROS production does not only act as an antimicrobial agent in MTI, but also as a secondary messenger that triggers downstream defense responses, including stomatal closure and up-regulation of MTI marker genes (Melotto et al, 2006; Kadota et al, 2014; Yu et al, 2017).

Interestingly, whereas we identified eight G3BPs in *Arabidopsis*, the human genome only encodes for two HsG3BPs. Expression analysis of the *Arabidopsis* genes shows, however, that these AtG3BPs are expressed in a highly tissue- and developmental-specific fashion (Fig S4), suggesting that the different genes might perform similar functions in different cellular contexts.

Collectively, this work reveals that plants and mammals possess a set of highly conserved G3BP proteins with a role in immunity and further investigations are warranted to unravel the roles of G3BPs in plants.

## Materials and Methods

### Biological materials and growth conditions

*Arabidopsis* ecotype Columbia-0 plants were used as WT in all experiments. Two T-DNA mutant lines *Atg3bp1-1* (SAIL_1153_H01) and *Atg3bp1-2* (SALK_027468) were obtained from the National Arabidopsis Stock Center (NASC) and genotyped by PCR amplification of insertion-specific or WT-specific fragments with primers listed in Table S1. Plants were grown on soil at 21°C with a 12-h photoperiod or as seedlings on sterile one-half–strength Murashige and Skoog (MS) medium with a 16- or 8-h photoperiod for 14 d.

Table S1 Plasmids and primers. List of all the plasmids and primers used in this study.

Bacterial strains *P. syringae* pv. *tomato Pst* DC3000, *Pst* DC3000 *hrcC*, and *Pst* DC3000 *COR*^*−*^ were cultured at 28°C from glycerol stock on NYGA agar plate (5 g/liter bactopeptone, 3 g/liter yeast extract, 20 ml/liter glycerol, and 15 g/liter agar) containing 50 mg/ml rifampicin.

### Cloning and generation of overexpressor plants

All the details are described in the Materials and Methods section of the Supplemental Information.

### Various treatments, pathogen infection, and MTI assays

MAMP and hormone treatments, bacterial pathogen infection assays, stomatal aperture assay, oxidative burst assay, superoxide radical and hydrogen peroxide staining, and SA quantification are described in detail in the Materials and Methods section of the Supplemental Information.

### RNA extraction, RNA-seq, data analysis, and gene expression analysis

The experimental details and the relevant methods are described in the Materials and Methods section of the Supplementary Information.

## Supplementary Information

Supplementary Information is available at https://doi.org/10.26508/lsa.201800046.

## Supplementary Material

Reviewer comments

# Supplementary material for: The Arabidopsis homolog of human G3BP1 is a key regulator of stomatal and apoplastic immunity
**Source:** Life Sci Alliance. 2018 May 31;1(2):e201800046. doi: 10.26508/lsa.201800046
**Supplement:** Supplementary file 2

## Supplementary Information

### Materials and methods

#### ***AtG3BP1* cloning and generation of *AtG3BP1* overexpression transgenic plants**

The coding sequence (CDS) of *AtG3BP1* was amplified from a cDNA clone (pda12652 - RIKEN Biosciences) using primers spanning the ATG to the stop codon by PCR with Phusion High-Fidelity DNA Polymerase (New England Biolabs). Amplicon was purified and cloned into Gateway entry vector pENTR-D/Topo (Invitrogen) to generate pNR 24-2 (without stop codon) and subsequently cloned into the Gateway-compatible binary expression destination vector pGWB5 containing GFP tag driven by cauliflower mosaic virus 35S promoter by LR reaction following the manufacturer's instructions (Invitrogen) to obtain pMHN 275.

Transgenic *Arabidopsis* overexpressor stable lines were generated by floral dip transformation using *Agrobacterium tumefaciens* C58 harboring pMHN 275 (Zhang, Henriques et al., 2006). Transgenic plants were selected on ½ MS medium containing 50 µM hygromycin and propagated to obtain homozygotic T3 lines. All primer sequences are shown in Supplementary Table 1.

#### **MAMP and hormone treatments**

Flg22 peptide (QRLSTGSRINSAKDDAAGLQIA) was synthesized (GenScript Inc.,) and used at the concentration 1 µM for the treatment. ABA was used at the concentration of 20 µM and SA was used at the concentration of 100 µM. Water or Ethanol only treatment was used as mock treatment.

#### **Gus staining and subcellular localization assays**

To construct *ProAtG3BP1::Gus*, the native promoter of *AtG3BP1* (1 kb upstream of the start codon) was PCR amplified from a RIKEN TAC clone (pdg06741 – RIKEN Biosciences) and subcloned to pENTR-D/Topo (Invitrogen) to generate pAA(B1) (without stop codon) and subsequently recombined into pGWB433 vector by LR reaction following the manufacturer's instructions to obtain pAA(B1-2). The construct *ProAtG3BP1::Gus* was confirmed by sequencing and used to stably transform Col-0

via floral dip-inoculation using *Agrobacterium tumefaciens* C58. Transgenic plants were selected on ½ MS medium containing 50 µM kanamycin. Glucuronidase activity was determined on seedlings of 8 – 14 days and staining was carried out from 1 – 12 hours as described in (Zimmerli, Stein et al., 2004). Pictures of whole seedlings stained with GUS were taken using Nikon SMZ25 stereomicroscope. Magnified images of shoot and root stained with GUS were taken with Zeiss AX10 Imager Z2. All primer sequences are shown in Supplementary Table 1.

Subcellular localization assay was performed using 8-day-old roots and 12 days old leaves of stable transgenic T3 homozygous lines of *Arabidopsis* plants overexpressing 35S::AtG3BP1-GFP. Samples were visualized for GFP expression using a confocal laser-scanning microscope imaging system (Zeiss).

Transient expression in *N. benthamiana* leaf epidermal cells

GFP-tagged AtG3BP1 and CFP-tagged Serrate were transformed into *Agrobacterium tumefaciens* C58C1 strain by electroporation. *Agrobacterium* cultures from glycerol stocks were inoculated in 10 ml of LB medium with appropriate antibiotics and incubated for 24 h at 28°C with agitation. Each culture was pelleted and resuspended in infiltration buffer (10mM MgCl<sub>2</sub>, 10 mM MES pH 5.7, 150 µM acetosyringone) to an OD<sub>600</sub> of 1.5 and kept in the dark for 3h. The P19 viral suppressor of gene silencing was also co-expressed to prevent silencing of transiently expressed proteins (Voinnet, Rivas et al., 2003). 500 µL of each bacterial culture were mixed and co-infiltrated into 4-week old *N. benthamiana* leaves. GFP and CFP fluorescence was visualized after 3 days using a laser scanning microscope imaging system (Zeiss).

## **Immunoblot**

Total protein from wild type and 35S::AtG3BP1-GFP (OE3) 14 days old seedlings were extracted from (80-100 mg) plant material and frozen in liquid nitrogen. Samples were homogenized to a fine powder using a Tissue-Lyser. Frozen plant powder was resuspended in extraction buffer containing 50 mM Tris-HCL pH7.5, 150 mM NaCl, 0.1% NP40, 5 mM EGTA, 0.1 mM DTT, vortexed and incubated on ice for 15 min. Extract was then centrifuged at high speed for 15 min at 4 °C. The

supernatant (150  $\mu$ L) was collected and protein quantification was carried out by Bradford assay (5  $\mu$ L of the supernatant) (B6916, Sigma-Aldrich). Finally, protein amount was normalized for all samples and denatured with Laemmli 6X buffer by boiling at 75° C for 10 min. Samples were resolved by SDS-PAGE using Mini-Protean system (BIO-RAD) at a constant amperage 15 mA and transferred onto ethanol-activated PVDF membranes (GE Healthcare) for 120 min at a constant voltage of 100 V. Blots were blocked with 5 % milk in 1 x TBST at RT for 1 h. Then, blots were probed with anti-GFP antibody O/N at 4 °C on a rotary shaker. The membranes were washed three times for (5 min each) with 1 x TBST and then were incubated with the appropriate secondary antibody conjugated to horseradish peroxidase with 2 % milk in 1 x TBST for 1 h. The membranes were washed again three times for (5 min each) with 1 x TBST and the antigen-antibody interactions were detected using with enhance chemiluminescence reagent (ECL Prime, GE Healthcare) using a ChemoDoc MP Imaging System (BIO-RAD). Ponceau-S staining of blots was then carried out for protein visualization

### **Bacterial pathogen infection assays**

The bacterial strains used in this study were *Pseudomonas syringae* pv.*tomato* DC3000, *Pst* DC3000 *hrcC*-, and *Pst* DC3000 *COR*-. Syringe and spray inoculations were performed as described (Katagiri, Thilmony et al., 2002). Briefly, five-week-old *Arabidopsis* WT and mutant plants were grown on jiffy 7 under short day conditions (8 h/16 h) at 23°C and 60% RH and challenged with bacterial strains (OD<sub>600nm</sub> = 0.2 in 10 mM MgCl<sub>2</sub> containing 0.04% (v/v) Silwet L-77) by either spray inoculation or infiltration into leaves with a needleless syringe. Disease symptoms were evaluated at 3 and 48 or 72 h post infection (hpi). For bacterial titers, leaf discs (0.5 cm diameter) from three different leaves per plant (five plants per genotype for 3 hpi and 10 plants for 48 or 72 hpi were used as technical replicates per experiment) were harvested, washed, and then bacteria were extracted using 10 mM MgCl<sub>2</sub> containing 0.04% (v/v) Silwet L-77. Quantification was done by plating appropriate dilutions on LB agar media containing rifampicin (50 mg/l) and incubated at 28°C for 2 days, after which the bacterial numbers were counted.

### **Stomatal aperture assay**

Abaxial epidermal peels from fully expanded leaves of 5-week-old *Arabidopsis* WT

and mutant plants were floated on stomatal opening buffer solution (10 mM KCl in 10 mM MES buffer, pH 6.15 (KOH)). The peels were incubated for 2 h under light (100  $\mu\text{mol m}^{-2}\text{s}^{-1}$ ) to open stomata before stomatal aperture measurement was performed as described (Desclos-Theveniau, Arnaud et al., 2012). The treatments with the MAMP flg22 and with the hormones ABA or SA were then performed at the indicated concentrations. Water/ethanol was added as mock control. For *Pst* DC3000 and *Pst* DC3000 *COR*-inoculation, bacterial suspensions at an OD600 of 0.2 with 0.04% (v/v) Silwet L-77 were added to the stomata opening buffer. The peels were mounted on slides and microscopic images of stomata were taken at the indicated time points using a Zeiss AX10 Imager Z2. Internal width of stomatal apertures and mean pore depth, which is assumed to be equivalent to guard cell width, were measured as described in (Dow & Bergmann, 2014) using the “measure” function of ImageJ (<http://rsb.info.nih.gov/ij/>). Peels from at least 3 plants were used for each sample and forty images were used per biological replicate.

### **Oxidative burst assay**

Rapid and transient production of ROS was monitored by a luminol-based assay (Huang, Desclos-Theveniau et al., 2013). Twelve leaf discs (0.4 cm diameter) from 4-week-old *Arabidopsis* WT and mutant plants were incubated adaxial side up in 150  $\mu\text{L}$  of sterile water in a white 96-well plate (Thermo Fisher) overnight. Water was then replaced with 100  $\mu\text{L}$  of reaction solution containing 50  $\mu\text{M}$  of luminol, 10  $\mu\text{g/mL}$  of horseradish peroxidase (Sigma), and supplemented either with 1  $\mu\text{M}$  of flg22 or water as a mock control. ROS evaluation was conducted immediately at 1 min interval reading time after the addition of MAMPs for a period of 40 min using TECAN Infinite 200 PRO microplate reader; signal integration time was 0.5 s. ROS measurements were expressed as means of RLU (Relative Light Units).

### **Superoxide radical and hydrogen peroxide staining**

Fully expanded leaves of 5-week-old *Arabidopsis* WT and mutant plants were stained with either nitroblue tetrazolium (NBT) (N6876, Sigma-Aldrich) or 3,3'-diaminobenzidine (DAB) (D5637, Sigma-Aldrich) for superoxide radical and hydrogen peroxide staining method, respectively, as described in (Ramel, Sulmon et

al., 2009). Leaves were then mounted on slides with 50% glycerol. Pictures were taken using Nikon SMZ25 stereomicroscope.

### **RNA extraction and gene expression analysis**

For MAMP-induced defense gene expression, 14-day-old Arabidopsis WT and *Atg3bp1-1* mutant seedlings grown on ½ MS agar were transferred on liquid ½ MS overnight before flg22 treatment. Seedlings were treated with either 1 µM flg22 or water (mock) for 1 hour. For RNA-seq analysis, 14-day-old Arabidopsis WT and mutant seedlings were spray inoculated with *Pseudomonas syringae* pv *tomato* DC3000-*hrcC*- for 24 h. Total RNA was extracted using NucleoSpin® Plant RNA kit and first-strand complementary DNA was synthesized from 1 µg of total RNA using reverse transcriptase, SuperScript® III First-Strand Synthesis SuperMix kit (Invitrogen). Quantitative RT-PCR (qRT-PCR) analysis was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). Data were analyzed using Bio-Rad CFX manager software. AT3g18780 (*Actin*) and At4g05320 (*UBQ10*) were used as reference genes for normalization of gene expression levels in all samples. Normalized gene expression was expressed relative to wild-type controls in each experiment (expression level = 1). Primers are listed in Supplementary Table 1.

### **RNA-seq and Data Analysis**

Three independent biological replicates were carried out for RNA-seq analysis. RNA-seq library preparation and sequencing was performed on HiSeq 4000 platform resulting in 151 bps paired-end reads. 

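The deposited FPKM do not carry the number of reads, but the smallest steps between the low FPKM of a library become finer as its number of mapped fragments grows. Relative depths were estimated from these steps, with the median library set to 1. They were 0.93, 1.28 and 1.72 for WT mock replicates 1 to 3, 0.89, 1.03 and 0.29 for Atg3bp1-1 mock, 0.41, 0.97 and 1.85 for WT hrcC, and 1.08, 1.24 and 0.46 for Atg3bp1-1 hrcC. The deepest library was thus 6.32 times as deep as the shallowest. The paper gives the same approximate number of obtained reads for each sample, which these estimates of mapped fragments do not reproduce. These are relative estimates and not read counts, and for 52 of 66 pairs of libraries the ratio read from that pair alone lay within 0.1, on the log2 scale, of the ratio of the printed depths. Values near the filter are the least precise in Atg3bp1-1 mock replicate 3, WT hrcC replicate 1 and Atg3bp1-1 hrcC replicate 3.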

Approximately 40 million reads were obtained for each sample. Reads were quality checked using FASTQC v0.11.5 (Bioinformatics, November 5, 2017). Adapters and reads with low sequencing quality were filtered using Trimmomatic 0.36 (Bolger, Lohse et al., 2014), retaining first 100 bps and by using other default settings for paired-end sequences. The trimmed reads were then aligned to the Arabidopsis reference genome (TAIR10) using Tophat v2.1.1 (Trapnell, Pachter et al., 2009, Trapnell, Roberts et al., 2012) with  $-N$  2  $-g$  1. The annotation file was provided as reference for reads alignment. MultibamSummary from deepTools2 package (Ramirez, Ryan et al., 2016) was used on the bam files derived from the previous step, to check for the correlation between the replicates. Summary of read counts at gene level was calculated using featureCounts v1.5.1 (Liao, Smyth et al., 2014). Cufflinks v.2.2.1 (Trapnell et al.,

2012) was used to calculate the FPKM values for individual replicates and CuffDiff v2.2.1 (Trapnell et al., 2012) with quartile normalization to find the significant differential gene expression. 

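The same comparisons were counted with an unadjusted p of at most 0.05 in place of the adjusted p, together with 2-fold. There were 678 genes higher and 171 lower in WT after Pst hrcC-, and 581 and 214 in Atg3bp1-1. Between the genotypes 457 were higher and 80 lower in Atg3bp1-1 mock, and 96 and 16 after Pst hrcC-. With the set of 3 high-factor samples as a term the counts were 666 and 377 for WT, 586 and 223 for Atg3bp1-1, 453 and 479 in mock and 96 and 61 after Pst hrcC-. Without rescaling there were 331 higher and 182 lower in mock, and 59 and 31 after Pst hrcC-. Without WT mock replicates 1, 2 and 3 in turn there were 429 and 196, 482 and 158, and 564 and 178 in mock. After Pst hrcC- there were 68 and 34, 178 and 46, and 205 and 33 without WT hrcC replicates 1, 2 and 3 in turn, and 149 and 29, and 91 and 25, without Atg3bp1-1 hrcC replicates 2 and 3. The lower count in WT was 258 without WT mock replicate 3 and 294 without WT hrcC replicate 2. With an adjusted p of at most 0.05 and any fold change, the counts were 603 and 122, 518 and 169, 196 and 41, and 1 and 1 in the same order. All p-values here came from limma on log2 FPKM of individual replicates, whereas CuffDiff tests fragments assigned to transcripts, which the deposited table does not hold.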

Genes with 2-fold change and P value  $\leq 0.05$  were considered as significantly different between samples with and without *Pst hrcC*-treatment. Hierarchical clustering of these genes was performed using Mev v4.8.1 (Howe, Sinha et al., 2011). GO term enrichment in each gene list was carried out using AgriGO (Du, Zhou et al., 2010) with a cutoff for significant enrichment is P value  $< 0.01$  and calculation false discovery rate  $< 0.5$ . Venny diagrams were generated using (<http://bioinfo.jp.cnb.csic.es/tools/venny/>).

### Salicylic acid quantification

Arabidopsis WT and *Atg3bp1-1* mutant 14-day-old seedlings were harvested into liquid nitrogen, freeze dried, and ground to a fine powder. Total SA was extracted and quantified by LC-MS/MS based on a comparison with the standard SA as previously described (Forcat, Bennett et al., 2008)

### Statistical Analysis

Microsoft Excel software was used for statistical analysis. Statistically significant groups were determined by a Mann Whitney test asterisks indicate significant differences from the WT as \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ , and \*\*\* for  $P \leq 0.001$ .

### References

- Bioinformatics B (November 5, 2017) FastQC A Quality Control tool for High Throughput Sequence Data. (n.d.). . In
- Bolger AM, Lohse M, Usadel B (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* (Oxford, England) 30: 2114-20
- Desclos-Theveniau M, Arnaud D, Huang TY, Lin GJ, Chen WY, Lin YC, Zimmerli L (2012) The Arabidopsis lectin receptor kinase LecRK-V.5 represses stomatal immunity induced by *Pseudomonas syringae* pv. tomato DC3000. *PLoS pathogens* 8: e1002513
- Dow GJ, Bergmann DC (2014) Patterning and processes: how stomatal development defines physiological potential. *Current opinion in plant biology* 21: 67-74
- Du Z, Zhou X, Ling Y, Zhang Z, Su Z (2010) agriGO: a GO analysis toolkit for the agricultural community. *Nucleic acids research* 38: W64-70
- Forcat S, Bennett MH, Mansfield JW, Grant MR (2008) A rapid and robust method for simultaneously measuring changes in the phytohormones ABA, JA and SA in plants following biotic and abiotic stress. *Plant methods* 4: 16
- Howe EA, Sinha R, Schlauch D, Quackenbush J (2011) RNA-Seq analysis in MeV. *Bioinformatics* (Oxford, England) 27: 3209-10

Huang TY, Desclos-Theveniau M, Chien CT, Zimmerli L (2013) *Arabidopsis thaliana* transgenics overexpressing IBR3 show enhanced susceptibility to the bacterium *Pseudomonas syringae*. *Plant biology* (Stuttgart, Germany) 15: 832-40

Katagiri F, Thilmony R, He SY (2002) The *Arabidopsis thaliana*-*pseudomonas syringae* interaction. *The Arabidopsis book* 1: e0039

Liao Y, Smyth GK, Shi W (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* (Oxford, England) 30: 923-30

Ramel F, Sulmon C, Bogard M, Couee I, Gouesbet G (2009) Differential patterns of reactive oxygen species and antioxidative mechanisms during atrazine injury and sucrose-induced tolerance in *Arabidopsis thaliana* plantlets. *BMC plant biology* 9: 28

Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016) deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic acids research* 44: W160-5

Trapnell C, Pachter L, Salzberg SL (2009) TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* (Oxford, England) 25: 1105-11

Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nature protocols* 7: 562-78

Voinnet O, Rivas S, Mestre P, Baulcombe D (2003) An enhanced transient expression system in plants based on suppression of gene silencing by the p19 protein of tomato bushy stunt virus. *The Plant journal : for cell and molecular biology* 33: 949-56

Zhang X, Henriques R, Lin SS, Niu QW, Chua NH (2006) *Agrobacterium*-mediated transformation of *Arabidopsis thaliana* using the floral dip method. *Nature protocols* 1: 641-6

Zimmerli L, Stein M, Lipka V, Schulze-Lefert P, Somerville S (2004) Host and non-host pathogens elicit different jasmonate/ethylene responses in *Arabidopsis*. *The Plant journal : for cell and molecular biology* 40: 633-46

How the deposited data were processed for this re-analysis (not part of the article)

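The deposited data hold the FPKM of each gene in 12 RNA-seq libraries of whole Arabidopsis seedlings, 14 d old, in 4 groups of 3: WT mock, Atg3bp1-1 mock, WT hrcC and Atg3bp1-1 hrcC, the treated groups sampled 24 h after spraying. The authors sequenced paired-end reads on an Illumina HiSeq, trimmed them with Trimmomatic, aligned them to TAIR10 with TopHat using the annotation, and calculated FPKM per replicate with Cufflinks. They tested differential expression with CuffDiff and quartile normalization. Their supplementary methods also name read counts from featureCounts, which are not used here. FPKM are already divided by transcript length and by the mapped fragments of each library, so counts, and intervals that need counts, cannot be recovered from them.

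The columns were assigned to libraries by their deposited names and labels alone. These name the mutant only as Atg3bp1, and the allele Atg3bp1-1 was taken from the paper. No condition was taken from the values. All computations were done with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Gene names, positions, exon lengths and the exon structure of AtG3BP1 came from the TAIR10.1 annotation, in which 26703 of the 27371 listed identifiers were found. Of all listed genes, 23870 were above 0 in at least 1 library.

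Each library was divided by a factor that set the 75th percentile of its FPKM over expressed genes to a common value. Genes with a mean of at least 1 FPKM over all libraries, 17158 of them, were transformed as log2 of FPKM plus 1. A linear model with the 4 groups was fitted by limma, with empirical Bayes moderation and a trend of the prior variance on the mean. The contrasts were the response to Pst hrcC- in each genotype, the difference between the genotypes in each condition, and the interaction. P-values were adjusted by the Benjamini-Hochberg method over the tested genes within each contrast, and a gene was called with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Values of genes below the filter came from a fit without it. Group means and SDs are given in FPKM as deposited, and fold changes come from the rescaled values. The pseudocount makes these fold changes smaller than ratios of FPKM for genes of low FPKM, so the 2-fold threshold is stricter for them.

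The paper's results section bases the calls on the false discovery rate, and its supplementary methods on a P value. The false discovery rate was taken as the principal setting. The clusters of the paper were made by hierarchical clustering with MeV. Here the higher lists were compared with each other, and the lower lists with each other. Each gene called in a single list of a direction was then assigned to a pattern of high and low groups. Of 14 patterns, the one that correlates best with the gene's 4 group means was taken.

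Gene lists were fixed beforehand. They were the SA-related genes, the immunity-related genes of Fig S3B, the microbe-triggered immunity markers, the NAC factors and the other AtG3BP genes, all as the paper names them, and the class III peroxidases and the WRKY family as the annotation names them. They were tested with limma's camera at a preset correlation of 0.01 in 5 contrasts, which makes 35 tests adjusted together, and again with fry and with an estimated correlation. A list of genes with jasmonate in their annotation was added after the data had been seen.

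The genes named in the text were chosen by a rule written before the data were examined. It takes every gene that the paper names and whose expression it measured or discussed in these seedlings. It also takes, for each contrast, the 3 called genes with the largest increase and the 3 with the largest decrease, among genes whose libraries do not overlap between the compared groups. A few others were named outside this rule, among them AT3G22640, WRKY45 and AT2G01021, and the text does not mark each of them.

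The alternatives set before the data were examined were no rescaling, median-ratio scaling, quantile normalization, pseudocounts of 0.1 and 0.5 FPKM, no filter, a filter at a mean of 5 FPKM, no trend of the prior variance, the replicate number as a block, each pair of groups fitted alone, each library left out in turn, an unadjusted p, and an adjusted p without the fold threshold. Removal of a trend with exon length from each library, by a lowess curve with span 0.3, and the samples with scaling factors above 1.05 as a further term, were added after the data had been seen. The peroxidase list without misnamed members, the SA list without the genes it shares with Fig S3B, and a replicate block within each treatment were also added then. The libraries carry replicate numbers, and the paper speaks of independent experiments without tying the numbers to them. Whether libraries with the same number vary together was examined after the group means were removed. Within mock, all 3 pairs of WT and Atg3bp1-1 had a correlation across genes above 0.1 (0.375, 0.102 and 0.315 for numbers 1, 2 and 3), so the numbers were taken to pair the mock libraries. Their mean was the highest of the 6 ways to pair these libraries. After Pst hrcC- the correlations were 0.042, 0.43 and 0.105, and 8 of the 12 pairs between mock and Pst hrcC- lay below 0, so no pairing was taken there. Blocked values are printed beside mock results where they change a call or move a count by more than 1.5-fold.

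Relative depths were estimated from the spacing of FPKM values below 0.5 and checked on simulated libraries of known depth. No pair of libraries held identical values, and within groups the correlation across genes was 0.891 to 0.97. The whole procedure was tested on simulated data, in which 200 of 17158 genes were changed in each contrast. The changed genes were drawn from those of higher expression, and the spread was drawn independently for each gene. It recovered 88% and 84% of them for the responses of WT and Atg3bp1-1, 88.5% and 86.5% for the genotypes in mock and after Pst hrcC-, and 62.5% for the interaction, where it was 46%, 64% and 94% at log2 sizes of 1.5, 2 and 3. Among unchanged genes it called 13, 2, 8, 5 and 8 in the same order. GO enrichment was not analysed here.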

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

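The tests of labels, insertion, paralogs and neighbouring genes below were chosen after the results had been seen, as were AT3G22640, the genes with jasmonate in their annotation and the peroxidase list without misnamed members, whereas the scalings, fry, the estimated correlation and the libraries left out were set beforehand.

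AtG3BP1 (AT5G48650) stood out because its transcript is high where the labels name its mutant. Its log2 fold change from the label WT to the label Atg3bp1-1 was 3.68 in mock and 3.69 after Pst hrcC-, and the mean of the libraries labelled Atg3bp1-1 was 52.5 times that of the libraries labelled WT. The paper does not report this transcript in these libraries. A single wrongly labelled library is excluded, since the lowest of the 6 libraries labelled Atg3bp1-1 still had 11.4 FPKM. Reads of the other AtG3BP genes assigned to AtG3BP1 are also excluded as a cause, since these genes summed to at least 51.5 FPKM in every library labelled WT, where AtG3BP1 stayed near 0. Removal of a difference in length or scaling does not bear on a gap of this size, which stayed between 3.51 and 5.81 on the log2 scale over 48 alternatives. Some explanations stay open. The genotype names may have been exchanged for all libraries. The genes that the paper found higher in untreated Atg3bp1-1 by qRT-PCR were examined for this, and 16 of 19 lay above 0 in mock under the names as deposited. That direction goes with the deposited names, but most of these changes are small and the genes are not independent of each other, so it cannot be told apart from an exchange on this basis alone. A transcript started from the insertion may raise the gene in Atg3bp1-1. It would leave the WT level as it was, and WT mock had a mean of 0.198 FPKM, but FPKM of a whole gene do not show the transcript on each side of the insertion, and the level of WT seedlings outside this study was not examined. The design names genotype itself as a biological explanation, which these values alone do not separate from the others.

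AK-HSDH II (AT4G19710) stood out as the single other gene called between the genotypes in both conditions, and the paper does not discuss it. Its log2 fold change from WT to Atg3bp1-1 was -1.86 in mock and -1.70 after Pst hrcC-, and each of the 6 libraries labelled WT, at 6.03 FPKM or more, was above each of the 6 labelled Atg3bp1-1, at 1.89 FPKM or less. Over 46 alternatives the change lay between -2.34 and -1.65 and was no longer past the threshold in 4. These were the mock groups fitted alone (adjusted p = 0.0582), and the hrcC comparison without WT hrcC replicate 2 (0.0529), Atg3bp1-1 hrcC replicate 1 (0.0671) or Atg3bp1-1 hrcC replicate 3 (0.109). Reads assigned instead to its paralog AT1G31230 would raise the paralog in Atg3bp1-1, which instead changed by -0.45 (limma adjusted p = 0.199). A chromosome segment that differs between the lines may be a candidate explanation. Among the 26 genes tested within 100 kb of AT4G19710, limma called 0 in mock, and among the 37 within 100 kb of AtG3BP1 also 0, but a segment may be shorter or carry variants that leave other genes unaffected, so this stays open, as does an effect of the genotype.

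AT3G22640, annotated as PAP85, separated the labels in the same direction as AtG3BP1. It lay between 0 and 0.859 FPKM in the libraries labelled WT and between 1.75 and 3.89 FPKM in those labelled Atg3bp1-1. Its log2 fold change was 1.96 in mock (SE 0.25, limma adjusted p = 0.00912) and 1.44 after Pst hrcC- (SE 0.25, adjusted p = 0.208). The latter was past the threshold without WT hrcC replicate 3 (adjusted p = 0.0353). Over 23 alternatives each, the changes lay between 1.75 and 4.13 and between 1.26 and 3.23. With AtG3BP1 and AK-HSDH II it is one of the 3 genes whose lowest library under one label was more than 2-fold above the highest under the other. In FPKM as deposited, 59 genes were higher and 175 lower in every library labelled Atg3bp1-1 than in every library labelled WT. By chance 18.6 are given in each direction, if no shift is common to all genes. Without rescaling the median of all genes shifted by -0.12 in mock and by -0.15 after Pst hrcC-, which favours lower genes in this count. No explanation was tested for AT3G22640 itself, and genotype stays open for it.

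Genes with jasmonate in their annotation, outside those the paper discusses for these libraries, were induced by Pst hrcC-. Of 22 tested, 16 were called higher in WT, where 0.63 would be by chance, and 17 in Atg3bp1-1, where 0.57 would be. Their median log2 fold change was 2.48 in WT and 2.33 in Atg3bp1-1, and it kept its sign under each of the 4 scalings. Between the genotypes their median was 0.17 in mock and 0.00 after Pst hrcC-, and limma called 0 of them. The defensin genes PDF1.2 and PDF1.2c and the N-acyltransferase gene NATA1 led the induced genes, and the 16 genes may belong with them to a jasmonate-type response to the bacteria, a hypothesis found and examined on the same data. The list was made up after the defensins had been seen, and whether a wound or handling response of the sprayed seedlings contributes was not tested.

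The list of class III peroxidases, drawn by name and including DOX1 and UBP14, which are no peroxidases of this class, differed between conditions in the effect of the genotype. Their interaction had a median of -0.44 on the log2 scale, below 0 for 45 of 53 genes, and camera with a preset correlation gave an adjusted p of 3.55e-06. In mock they lay above WT in Atg3bp1-1 for 47 of 53 genes. Without DOX1 and UBP14 the interaction had a median of -0.44 (camera adjusted p = 3.50e-06), and 46 of 51 lay above WT in mock. Scaling of the libraries is excluded as the whole cause of the mock difference, since the lowest median over the 4 scalings was 0.36, where the median of all genes was -0.12. Genes of the list varying together may account for the small p of the set test. With a correlation estimated from the data the adjusted p in mock was 0.248, and for the interaction it was 0.264 by that test and 0.231 by fry. A difference in root or shoot share between the seedlings of the groups was not tested, and an effect of the genotype stays open.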

How the results depend on the processing

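The scaling-factor term, the removal of the length trend, the block within treatment, the peroxidase list without misnamed members and the SA list without genes shared with Fig S3B were chosen after the data had been seen, and the other alternatives before. Of 130 results on named genes other than AtG3BP1, ACT2 and UBQ10, 111 kept their side of the threshold under every alternative run. Of these, 83 also kept their sign. Of the 3052 alternative values, 71 were weaker, 15 stronger and 0 reversed, and 60 changed sign where neither value was past the threshold. Over all 195 results and 4714 alternative values, with AtG3BP1, ACT2, UBQ10, the counts and the lists included, 0 reversed. Among them 103 changed sign where neither value was past the threshold. AtG3BP1 kept its call under all 48, and the immunity genes of Fig S3B kept their side of the threshold in all 5 contrasts. Except where stated, the cause was not tested.

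With each pair of groups alone, which leaves fewer samples to estimate the spread, WT had 267 higher and 11 lower genes, Atg3bp1-1 176 lower, mock 10 higher and 0 lower with limma (460 and 79 at an unadjusted p in that fit), and hrcC 2 higher. With no rescaling mock had 14 higher genes. With no filter, which tests more genes, it had 54 higher and 6 lower, and with a pseudocount of 0.1 it had 18 lower. With a filter at 5 FPKM, which leaves out AK-HSDH II, hrcC had 0 lower genes by limma, against 9 at an unadjusted p in that fit. With the replicate block mock had 82 higher and 6 lower, the overlap with genes induced in WT was 21, the pattern of both Atg3bp1-1 groups held 28 genes and adjusted p values were 0.0615 for the NAC factors, 0.0950 for BCAT-2 and 0.0523 for PRE1 in mock and 0.0459 for WAK1 in WT. Of the calls 483 of 547 were shared in WT, 491 of 536 in Atg3bp1-1 and 83 of 168 in mock, and no other call of a named gene or list changed. A block within treatment gave 159 higher and 17 lower genes in mock. An unadjusted p, a laxer threshold, gave 171 lower genes in WT, 214 in Atg3bp1-1, 457 higher and 80 lower in mock, 96 and 16 in hrcC, and 35 and 136 for the interaction. An adjusted p with no fold threshold gave 122 lower genes in WT, 169 in Atg3bp1-1 and 41 in mock, and 58 genes in the pattern high in Atg3bp1-1 mock alone. With the scaling-factor term there were 306 lower genes in WT, 152 in Atg3bp1-1, and 254 higher and 290 lower in mock, and at an unadjusted p 453 and 479 in mock, 96 and 61 in hrcC and 194 and 191 for the interaction. MYB51 was then called in mock (adjusted p = 0.0286) and in WT (0.0168), and WAK1 in WT (0.0404).

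Calls made in a single list of their direction numbered 797 at an unadjusted p and 828 with the scaling-factor term. The pattern high in Atg3bp1-1 hrcC alone held 4 genes with no rescaling, 5 and 9 with pseudocounts of 0.1 and 0.5, 5 with a filter at 5 FPKM, 29 with pairs alone and 26 at an unadjusted p. The pattern high in both Atg3bp1-1 groups held 5 with no rescaling, 17 with no filter, 7 with pairs alone and 113 at an unadjusted p. The pattern high in Atg3bp1-1 mock alone held 19 with no rescaling, 19 with no filter, 103 at an unadjusted p and 59 with the scaling-factor term. The overlap of genes higher in Atg3bp1-1 mock with genes induced in WT was 3 with no rescaling, 14 with no filter, 1 with pairs alone, 155 at an unadjusted p and 102 with the scaling-factor term.

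Among the list tests by camera, with an estimated correlation the adjusted p was 0.0622 for SA genes in WT, 0.193 for other AtG3BPs in WT and in Atg3bp1-1, 0.402 for peroxidases and 0.365 for WRKY genes in Atg3bp1-1, 0.205 for NAC factors and 0.248 for peroxidases in mock, 0.137 for immunity markers (MTI) and 0.248 for WRKY genes in hrcC, and 0.264 for the interaction of peroxidases. With fry it was 0.179 for peroxidases and 0.231 for WRKY genes in Atg3bp1-1, 0.0441 for SA genes, 0.0325 for MTI markers and 0.0716 for peroxidases in mock, 0.15 for MTI markers and 0.231 for WRKY genes in hrcC, and 0.231 for the interaction of peroxidases. Without misnamed members the peroxidases had 8.95e-07 in mock, 0.117 in hrcC and 3.50e-06 for the interaction, and kept their side of the threshold in all 5 contrasts. Without the genes shared with Fig S3B, AZI1 and WRKY40, SA genes had 0.0779 in WT and 0.0884 in hrcC. With a filter at 5 FPKM it was 0.0602 for SA genes in WT and in Atg3bp1-1, and 0.00336 for WRKY genes in WT. With no filter it was 0.0253 for WRKY genes in WT and 0.0254 for MTI markers in Atg3bp1-1. In mock, SA genes had 0.0413 with pairs alone, MTI markers 0.0487 with no rescaling, 0.0442 with a pseudocount of 0.1 and 0.0468 with pairs alone, and NAC factors 0.0615 with quantile normalization, 0.0729 with pairs alone and 0.192 with the scaling-factor term. MTI markers had 0.0732 in hrcC with pairs alone, and the interaction of WRKY genes 0.0122 with the scaling-factor term.

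With each library left out in turn, the ranges were as follows. Higher genes were 374 to 627 in WT and 305 to 485 in Atg3bp1-1, and lower genes 40 to 71 and 39 to 127. Calls made in a single list of their direction were 290 to 643. In mock there were 5 to 312 higher and 1 to 28 lower genes, and in hrcC 1 to 4 and 0 to 2, the 0 by limma without Atg3bp1-1 hrcC replicate 1 or 3 (14 and 25 at an unadjusted p in those fits). The overlap was 1 to 108. The pattern high in Atg3bp1-1 hrcC alone held 5 to 48 genes, that of both Atg3bp1-1 groups 2 to 86 and that of Atg3bp1-1 mock alone 8 to 69. Adjusted p values were 0.00486 to 0.0701 for other AtG3BPs in WT, above 0.05 without WT mock replicate 2. For WRKY genes they were 0.0127 to 0.579 in WT (0.0134 without WT mock replicate 1 and 0.0127 without WT hrcC replicate 1), 0.0376 to 0.567 in mock, and 0.00381 to 0.895 for the interaction (0.0389 without WT mock replicate 3, 0.0208 without Atg3bp1-1 mock replicate 1, 0.00381 without WT hrcC replicate 3). They were 0.0349 to 0.215 for MTI markers in mock and 0.00685 to 0.139 in hrcC, 0.0229 to 0.0941 for NAC factors in mock, 3.4e-05 to 0.0587 for SA genes in hrcC, and 0.000577 to 0.833 for peroxidases in hrcC.

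The depth of each library is known here only relatively, and limits genes near the filter most in the shallowest libraries. The paper gives the same approximate number of obtained reads for each sample, whereas the estimated depths span 6.32-fold. The pair of groups alone was not run for the interaction, which needs all 4.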

Differences from the paper's values

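The alternatives named below were set before the data were examined, and the scaling-factor term and the unadjusted p joined with a second change were looked at after. Each alternative changes a single setting unless a second is named, and in range means within 1.5 times the paper's number. The paper's values come from CuffDiff, and those here from limma on log2 FPKM.

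For WT after Pst hrcC-, the paper shows about 930 higher genes and about 550 lower in Fig 5A, read by eye and summed over its regions, against 492 and 55 here. With an unadjusted p the number of higher genes was 678, and without WT hrcC replicate 1 it was 627, both in range. No other single change came within that range, and none did for the lower genes. With an unadjusted p and the scaling-factor term there were 666 higher and 377 lower genes, both in range, and with an unadjusted p and WT hrcC replicate 1 left out 822 were higher. For Atg3bp1-1 after Pst hrcC-, the paper shows about 850 higher and about 810 lower in Fig 5A, read by eye, against 441 and 95 here. The number of higher genes came within range with an unadjusted p, at 581, and under no other single change, and the lower genes under none. An unadjusted p joined with a second change gave, among others, 586 higher genes with the scaling-factor term, 599 with quantile normalization and 636 with median-ratio scaling, also in range, and the lower genes reached at most 356, with a pseudocount of 0.1. Between the genotypes in mock, the paper shows about 660 higher and about 220 lower in Fig 5A, read by eye, against 158 and 10 here. The higher genes came within range with an unadjusted p, at 457, and the lower genes under no single change set beforehand. With an unadjusted p the lower genes were in range at 182 with no rescaling, at 176 with a pseudocount of 0.1, and at 196, 158 and 178 without WT mock replicates 1, 2 and 3 in turn. With the scaling-factor term, chosen after seeing the values, there were 254 higher and 290 lower genes, of which the latter lie within 1.5 times the paper's. How many of the paper's own called genes this drops cannot be counted, since its list of genes is not used here. After Pst hrcC-, the paper shows about 300 higher and about 220 lower genes in Atg3bp1-1 in Fig 5A, read by eye, against 1 and 1 here, and no single change came within range. With an unadjusted p and WT hrcC replicate 3 left out there were 205 higher, in range, and 33 lower genes.

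For genes both higher in Atg3bp1-1 mock and induced in WT, the paper shows about 180 in Fig 5A, read by eye, against 43 here. With an unadjusted p the number was 155, and no other single change set beforehand came within range. The paper's text gives 1937 unique differentially expressed genes. Here 833 distinct genes were called in at least 1 of the 4 comparisons. With higher and lower lists compared separately, 429 calls were made in a single list of their direction. They involve 424 distinct genes, some with a call in each direction. Under no single change did the number of these calls come within range. The paper's clusters IV, VI and VII hold 160, 261 and 597 genes by its text. The patterns set beside them here hold 15, 45 and 34 genes, and no single change came within range. The patterns were not made by the paper's clustering, and its clusters VI and VII are described as raised in untreated Atg3bp1-1, which the pattern low in WT mock alone also meets, with 99 genes, 54 of them called in mock. The sizes are therefore not those of the same groups of genes.

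The paper calls Atg3bp1-1 a loss-of-function mutant from its relative transcript level by qPCR, and here AtG3BP1 had 13.9 FPKM in Atg3bp1-1 mock and 0.198 FPKM in WT mock. The measures are not alike, since the qPCR primers lie in an exon before the insertion and FPKM sum the whole gene. From GUS staining of promoter lines the paper also reports expression of AtG3BP1 in all seedling tissues, which is a different measure from the low FPKM under the label WT. The paper states that Atg3bp1 mutants respond more strongly than WT to the bacteria. Of 348 genes called higher in both genotypes, 166 responded more in Atg3bp1-1 and 182 more in WT. Of the 585 called higher in either genotype, 259 responded more in Atg3bp1-1 and 326 more in WT. Limma called 0 genes for the interaction. A value of it below 0 can also be a larger decrease in Atg3bp1-1. At an unadjusted p and 2-fold the interaction was above 0 for 35 genes and below 0 for 136. With the scaling-factor term the latter counts were 194 and 191, so they settle no direction. For the 15 genes of the pattern high in Atg3bp1-1 hrcC alone, the median difference of the responses was 0.83, towards Atg3bp1-1. The paper ties all genes of its cluster VII to reactive oxygen, the metabolism of hydrogen peroxide, oxidation and reduction, peroxidases or oxidoreductases. Of the 34 genes of the pattern set beside it 3 were class III peroxidases, and genes of the other kinds were not counted.

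Of the 19 genes that the paper found higher in untreated Atg3bp1-1 by qRT-PCR, 16 lay above 0 in mock and 16 after Pst hrcC-. For EDS5 (AT4G39030), which the paper gives as higher, the log2 fold change was -0.27 in mock and -0.20 after Pst hrcC-, for PAD4 (AT3G52430) it was 0.00 in mock, for EDS1 (AT3G48090) -0.01 after Pst hrcC-, for WRKY29 (AT4G23550) -0.21 after Pst hrcC- and for ANAC019 (AT1G52890) -0.09 in mock. The paper's Fig S5 shows ANAC072 lower in Atg3bp1-1, and here ANAC072 (AT4G27410) had 0.74 in mock.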

Other observations

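The tests of explanations and the scaling-factor term in this part were chosen after the results had been seen, whereas the libraries left out, the replicate block and the estimated correlation were set beforehand.

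Some further genes named in the paper are given here. The NAC factors ANAC019, ANAC055 and ANAC072 had a median log2 fold change from WT to Atg3bp1-1 of 0.74 in mock (camera adjusted p = 0.0471) and 1.02 after Pst hrcC- (5.84e-06), and rose after Pst hrcC- by a median of 1.50 in WT and 2.49 in Atg3bp1-1. In mock the adjusted p was above 0.05 without 8 of the 12 libraries. It was 0.0769 and 0.0941 without WT mock replicates 1 and 3, 0.0655 and 0.0568 without Atg3bp1-1 mock replicates 1 and 3, 0.0531 and 0.0580 without WT hrcC replicates 2 and 3, and 0.0555 and 0.0533 without Atg3bp1-1 hrcC replicates 2 and 3. With the replicate number as a block it was 0.0615. The other AtG3BP genes fell by 0.39 in the median in WT (camera adjusted p = 0.0180, and 0.0701 without WT mock replicate 2) and by 0.28 in Atg3bp1-1 (0.0188), in each genotype with 0 of 6 above 0, and with an estimated correlation the adjusted p was 0.193 in both. BSMT1 (AT3G11480) stayed below the filter, with 0.00414 ± 0.00717 FPKM in WT mock and 1.66 ± 2.03 FPKM in WT hrcC (SD, n = 3 each). Of the reference genes of the qRT-PCR, ACT2 (AT3G18780) had a log2 fold change from WT to Atg3bp1-1 of 0.38 in mock and -0.04 after Pst hrcC- (limma adjusted p = 0.341 and 0.990), and UBQ10 (AT4G05320) had 0.26 in both (0.537 and 0.957).

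The number of genes called was compared with other splits of the same libraries. With 3 libraries against 3 there are 10 splits, so a share under 0.1 cannot be had and chance cannot be excluded by this means. As many genes as in the real split were called in 1 of 10 splits, the real one, for the response in WT, in 1 of 10 for the response in Atg3bp1-1 and in 1 of 10 for the genotypes in mock, and in 2 of 10 for the genotypes after Pst hrcC-. For the interaction all 100 of 100 drawn splits called as many genes as the real one, which called 0. For the response in WT, the split that came next, with 529 genes against 547, set WT mock replicate 1 and WT hrcC replicates 2 and 3 against the other 3. This is the split by scaling factor. With the scaling-factor term the WT response counted 579 higher and 306 lower genes.

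The 3 samples with high scaling factors, WT mock replicates 2 and 3 and WT hrcC replicate 1, differed from the other 9 in 469 higher and 507 lower genes once the groups were accounted for. These samples were set apart by their scaling factor and are no condition. Sequencing depth does not separate them, since their relative depths ran from 0.41 to 1.72, within the range of the others. A gene length trend between libraries is excluded as the whole cause of the number of calls, since 950 genes were called after the trend was removed. How many of these are the same genes is not given. Genes called before the removal were shorter, with median exon lengths of 1206.5 and 1397.5 bp for higher and lower genes against 1738 bp for genes not called. GC content is excluded as the whole cause as well. The eighth of genes with the lowest GC lay 0.09 to 0.26 above the eighth with the highest in the 3 samples and between -0.18 and 0.07 in the other 9, but 934 genes were still called after this trend was removed, 823 of them the same. The share of the summed FPKM taken by AT2G01021 ran from 4.03% to 6.88% in the 3 samples, below that of 8 of the other 9 and below the 7.02% of the lowest other WT library. Only Atg3bp1-1 hrcC replicate 1, with 5.73%, falls among them, so a cause that acts through this share cannot be told apart from the others. A library or RNA batch that the labels do not give may be a candidate cause. Among the 6 WT libraries the split calls 529 genes, 6 of which are also called for Pst hrcC-, but no label names such a batch, so it cannot be told apart from differences between the seedlings. No biological explanation was tested.

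For the 168 genes called between the genotypes in mock, the gene length trend may be weighed, since the shortest eighth of genes, up to 957 bp, lay in the median 0.08 to 0.19 above their mean over all libraries in WT mock and 0.01 to 0.15 below it in the Atg3bp1-1 libraries. After the trend was removed 189 genes were called, 152 of them the same, so the trend is not the cause of the calls. The 3 samples with high scaling factors are not the cause of most of the calls either, since 128 of the 168 were also called with these samples as a term. Whether they are behind the surplus of higher over lower genes stays open. The share of higher genes was 94.0% without the term and 46.7% with it, but the higher calls rose from 158 to 254 and the lower ones from 10 to 290, so the share fell through added lower calls. As only WT mock replicate 1 stands outside the set among the WT mock libraries, the fit with the term leans on that library, and the surplus cannot be told apart from a difference between WT mock libraries. An effect of the genotype stays open.

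The overlap of 43 genes between those higher in Atg3bp1-1 mock and those induced in WT may owe part of its size to the shared WT mock libraries. In simulated groups with no true change, equally many top-ranked genes overlapped by a median of 46, against 44 in the data, although called genes overlapped by no more than 3 in any of the 100 draws. These groups hold no response to Pst hrcC-, which the data do, so the match of 46 and 44 does not settle how large that part is. With separate WT mock libraries for the 2 comparisons, the correlation across genes fell from 0.47 to between 0.09 and 0.27.

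AT4G22750 was listed near 0 in every treated library, at no more than 4.29e-05 FPKM, after a mean of 3.46 FPKM in mock. Reads assigned to its neighbour AT4G22753 may explain this. The loci together had a mean of 5.88 FPKM in mock and 8.03 FPKM after Pst hrcC-, so their sum did not fall. How the reads of both loci were divided was not tested, and an effect of the treatment on the choice of transcript stays open.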
